# Topoisomerase II alpha inhibition can overcome taxane-resistant prostate cancer through DNA repair pathways

**DOI:** 10.1038/s41598-021-01697-2

**Published:** 2021-11-15

**Authors:** Hiroshi Hongo, Takeo Kosaka, Yoko Suzuki, Shuji Mikami, Junichi Fukada, Mototsugu Oya

**Keywords:** Cancer therapy, Urological cancer

## Abstract

Cabazitaxel (CBZ) is approved for the treatment of docetaxel-resistant castration-resistant prostate cancer (CRPC). However, its efficacy against CRPC is limited, and there are no effective treatments for CBZ-resistant CRPC. This study explored the optimal treatment for CRPC in the post-cabazitaxel setting. PC3 (CBZ-sensitive) and PC3CR cells (CBZ-resistant) were used in this study. We performed in silico drug screening for candidate drugs that could reprogram the gene expression signature of PC3CR cells. The in vivo effect of the drug combination was tested in xenograft mice models. We identified etoposide (VP16) as a promising treatment candidate for CBZ-resistant CRPC. The WST assay revealed that VP16 had a significant antitumor effect on PC3CR cells. PC3CR cells exhibited significantly higher topoisomerase II alpha (TOP2A) expression than PC3 cells. Higher TOP2A expression was a poor prognostic factor in The Cancer Genome Atlas prostate cancer cohort. In the Fred Hutchinson Cancer Research Center dataset, docetaxel-exposed tissues and metastatic tumors had higher TOP2A expression. In addition, VP16 significantly inhibited the growth of tumors generated from both cell lines. Based on these findings, VP16-based chemotherapy may be an optimal treatment for CPRC in the post-CBZ setting.

## Introduction

Prostate cancer is the most prevalent cancer and second leading cause of cancer-related death among American men^1^. The standard treatment for metastatic prostate cancer is androgen deprivation therapy (ADT) using luteinizing hormone-releasing hormone analogs and antiandrogens. Although most patients with metastatic prostate cancer respond to ADT, acquired resistance is inevitable, and these lesions progress to castration-resistant prostate cancer (CRPC). Cabazitaxel (CBZ) is a derivative of docetaxel (DOC), which has cytotoxic effects against DOC-resistant prostate cancer. However, the duration of the response to CBZ is limited to only a few months^2,3^, and there are no life-prolonging options for CBZ-resistant prostate cancer. Therefore, it is an urgent task to establish a novel treatment strategy for CBZ-resistant prostate cancer.

We previously reported that reactive oxygen species (ROS) induction production was associated with the cytotoxicity of CBZ, and SESN3 contributed to CBZ resistance by regulating ROS production^4^. Moreover, we established a CBZ-resistant prostate cancer cell line and reported that signals associated with cell proliferation such as the PI3K/AKT/mTOR or MEK/ERK axis^3^ were also associated with CBZ resistance. However, these findings have not been applied clinically because compounds targeting SESN3, PI3K/AKT/mTOR, or MEK/ERK have not been confirmed to be effective against CBZ-resistant prostate cancer.

The Connectivity Map (CMAP) is an algorithm for analyzing gene expression data that was developed by the Broad Institute^5^. CMAP-based analysis makes it possible to compare gene expression patterns identified using the compound database with those of some biological states such as malignant tumors^6,7^. We previously identified ribavirin, a hepatitis C drug, as a candidate drug for overcoming DOC resistance in prostate cancer via in silico screening using CMAP-based analysis^8^. The aim of this study was to explore therapeutic options for prostate cancer in the post-cabazitaxel setting via in silico drug screening using gene expression data from our own CBZ-resistant cell line.

## Materials and methods

### Reagents

We used a rabbit polyclonal antibody against TOP2A (Abcam, Cambridge, UK) and mouse monoclonal antibodies against β-actin (Sigma-Aldrich, St. Louis, MO, USA) and Ki67 (Agilent, Santa Clara, CA, USA). WST reagents (Takara Bio, Kyoto, Japan) were also used.

### Cell lines and culture

DU145 and PC3 CRPC cells were obtained from the American Type Culture Collection C (Manassas, VA, USA) in January, 2016. DU145CR and PC3R were established as previously reported^3^. DU145, PC3, DU145CR, and PC3CR cells were routinely maintained in RPMI-1640 (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Dainippon Pharmaceutical, Tokyo, Japan) at 37 °C in a humidified 5% CO_2_ atmosphere.

### WST cell viability assay

WST cell viability assay was performed as previously reported^3^. PC3 and PC3CR cells were seeded on 96-well plates, allowed to attach for 24 h, and then treated with different concentrations of CBZ (FUJIFILM Wako Pure Chemical Corporation, Tokyo, Japan) and VP16 (Sigma-Aldrich). At the end of the incubation period, WST reagents were added to each well, and the cells were incubated for 1 h. Cell viability was estimated via colorimetry by measuring the color intensity in a plate reader at 570 nm.

### Murine prostate cancer xenograft model

We evaluated in vivo efficacy of etoposide (VP16) for CBZ-resistant prostate cancer xenograft mice model as previously reported^3^. 5- to 7-week-old male athymic nude BALB/c mice were castrated via scrotal incision under anesthesia and used to create a xenograft model using PC3CR cells. The cells (2 × 10^6^ cells) were suspended in 100 μl of Matrigel (Becton Dickinson Labware, Lincoln Park, NJ, USA) and subcutaneously inoculated into the mice. The mice were monitored, and tumors were measured every 4 days. To investigate the sensitivity to CBZ and VP16 in vivo for each tumor type, the mice were assigned to control, CBZ administration, and VP16 administration groups. CBZ (10 mg/kg) was administered intraperitoneally on day 1. VP16 (20 mg/kg) was administered intraperitoneally on days 1–3. On day 13, the mice were anaesthetized with sevoflurane (WAKO, Tokyo, Japan) and killed by cervical dislocation. The subcutaneous tumors were harvested. Animal care was performed in accordance with Keio University guidelines for animal experiments. The study was conducted according to the Animal Research Reporting In Vivo Experiments (ARRIVE) requirements.

### Immunohistochemistry

Immunohistochemical staining of the mice xenograft tumors was performed as previously reported^3^. After antigen retrieval with citric acid (pH 6.0), endogenous peroxidase activity was blocked with 1% hydrogen peroxide. Primary antibody (monoclonal anti-Ki67 antibody, 1:200 dilution) was applied, followed by secondary antibodies conjugated to a peroxidase-labeled dextran polymer. The immunoreaction was visualized using diaminobenzidine, and counterstaining was performed using 10% hematoxylin. The percent of cancer cells with positive Ki67 nuclear staining (Ki67 index) was calculated for each section based on more than 1000 cancer cell nuclei. Apoptosis was measured by the TUNEL assay using an in situ apoptosis detection kit (Takara Bio, Kyoto, Japan). For the TUNEL assay, we used control slides from the apoptosis detection kit as positive controls, and control slides without terminal deoxynucleotidyl transferase served as negative controls. The average number of stained cells was counted, and the apoptosis index was calculated as the average number in five areas in a × 400 field.

### Microarray gene expression analysis

Microarray and CMAP analysis were performed as previously described^8^. Total RNA was isolated from cell lines using an RNeasy Mini kit (Qiagen, Valencia, CA, USA). Gene expression profiles were determined using the GeneChip Human Gene 1.0 ST array (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. After generating single-stranded cDNA, fragmentation and sense-strand cDNA labeling were performed using an Affymetrix GeneChip WT Terminal Labeling Kit according to the manufacturer’s protocol. After hybridization, a GeneChip Fluidics Station 450 (Affymetrix) was used to wash the arrays, and scanning was performed using a GeneChip Scanner 3000 7G (Affymetrix). The raw intensity data from scanned images of the microarrays were preprocessed using Affymetrix Expression Console software. Expression intensities were stored as cell intensity (CEL) files, and the CEL files were normalized using the robust multichip average method. These datasets were filtered, and genes with an absolute fold change ≥ 2 ≤ 0.5 were identified as being differentially expressed. GO analysis to identify biological processes likely related with CBZ resistance was performed using DAVID tools. The analysis was performed using the FAC module set to high stringency. The FAC enrichment score (− log10 P-values/n) for each cluster was graphed. The enrichment score provides an indication of the biological significance of the clusters. To identify compounds that could reprogram the CBZ resistance-related genetic network, the CBZ resistance signature was estimated by calculating the twofold gene differences between PC3 and PC3CR cells, after which the probe list of the CBZ resistance signature was entered into the CMAP (http://www.broadinstitute.org/cmap/). According to the CMAP system^5–7,9^, the top 500 upregulated and downregulated probes compatible with the HG-U133A platform were used. The threshold of significance for the candidate compounds was set at P < 0.05. This microarray data set has been approved by the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.gov/geo/); its accession number is GSE 182619.

### Real-time quantitative PCR

Real-time quantitative PCR was performed as previously reported^3^. Total RNA was isolated using an RNeasy Mini kit (Qiagen, Hilden, Germany), with quantity and quality evaluated via spectrophotometry. Reverse transcription was conducted using a PrimeScript RT reagent Kit with gDNA Eraser (Takara Bio). The reaction mixture (1 μl) was then used as a template in a TaqMan Fast real-time quantitative PCR assay using TaqMan Universal PCR Master Mix and the CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). The primers and TaqMan probe sets (TaqMan Gene Expression Assays) for TOP2A (Hs01032137_m1) and human GAPDH (Hs99999903_m1) as an endogenous control were purchased from Applied Biosystems (sequences not disclosed). The cycling conditions were 50 °C for 10 min and 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min.

### Single-cell RNA-seq

10× genomics (Pleasanton, CA, USA) single-cell RNA-seq was performed according to the manufacture’s protocol^10^. Illumina cDNA libraries of PC3 and PC3CR cells were generated using the Chromium Single Cell 3′ Chip Kit V2 (10× Genomics). Illumina libraries were sequenced using HiSeq4000 (Illumina, San Diego, CA, USA) according to the manufacture method. A gene-cell expression matrix was generated by Cell Ranger 2.2.0 (10× Genomics). Cell clustering and t-distributed stochastic neighbor embedding plotting were performed using Seurat R package v3^11^.

### Cell extracts and western blotting

Western blotting was performed as previously described^3^. Whole-cell extracts were obtained using RIPA buffer composed of 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% NP-40, 0.5% deoxycholate, 0.1% sodium dodecyl sulfate, and protease inhibitors. For Western blots, 50 mg of total protein were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis using a 12.5% acrylamide gel and transferred to a nitrocellulose membrane. Blots were incubated with peroxidase-labeled secondary antibody (Dako^®^). Signals were detected using enhanced chemiluminescence reagents with a detection system (ECL Plus™ Western Blotting Detection System, Pierce^®^) and analyzed. Intensity was quantified using an LAS 3000 system (Fujifilm, Tokyo, Japan).

### Irradiation

The effect of radiation exposure on prostate cancer cells was analyzed as previously described^12^. X-ray irradiation was delivered using an MBR-1520R-4 system (Hitachi Power Solutions, Ibaraki, Japan) at settings of 150 kV and 20 mA. The dose rate of radiation was 1.45 Gy/min. Cells were exposed to 0 or 4 Gy of ionizing radiation and fixed 30 min later with 4% paraformaldehyde.

### Data analysis of prostate cancer cohorts

Data analysis of prostate cancer cohorts was performed as previously reported^13^. Recurrence-free survival and the mRNA expression of TOP2A in TCGA prostate cancer dataset^14^ were extracted from cBioPortal (http://www.cbioportal.org/). The prognostic significance of TOP2A expression was examined using Kaplan–Meier survival analysis, and recurrence-free survival was compared using the log-rank test. Information on chemotherapy and TOP2A mRNA expression in the FH Cancer Research Center prostate cancer dataset^15^ was also extracted from cBioPortal (http://www.cbioportal.org/). Differences in TOP2A expression between before and after chemotherapy and between localized and metastatic tumors were analyzed using a *t*-test.

### Next-generation whole exome sequencing

Genomic DNA was extracted from PC3 and PC3CR cells using DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA) by following manufacturer’s protocol.

Whole exome sequencing was performed by GENEWIZ (South Plainfield, NJ, USA). Exome sequencing libraries were constructed using SureSelect Target Enrichment System (Agilent Technologies, Santa Clara, CA, USA). T the libraries with different indices were mixed and loaded on Illumina HiSeq (Illumina, San Diego, CA, USA) for 2 × 150 paired-end (PE) sequencing. The raw data of exome sequencing were analyzed by bioinformatics analysts of GENEWIZ. Removing adaptor sequences, PCR primers, sequences with N bases more than 10%, and bases of quality lower than 20 by Cutadapt. Aligning clean data with reference genome by DRAGEN or BWA. The DRAGEN Genome Pipeline or GATK haplotypecaller were used to call Germline SNV/InDel and the variants were annotated by Annovar. Somatic variation analysis was performed by DRAGEN Somatic Pipeline when necessary. Detecting CNV in matched samples by ControlFREEC.

### Statistical analysis

Experiments were conducted three or more replicates. Statistical analysis was performed using Student’s *t*-test and the Tukey–Kramer method for multiple comparisons. P < 0.05 denoted statistical significance.

### Ethics approval and consent to participate

The animal experiments were approved by the Keio University Institutional Animal Care and Use Committee.

## Results

### Identification of etoposide (VP16) as a candidate treatment for cabazitaxel-resistant prostate cancer via in silico screening

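PC3 is a prostate cancer cell line, and PC3CR is a subline of it that was kept in cabazitaxel (CBZ), a taxane that stabilises microtubules. According to the sample labels, PC3CR was cultured with CBZ for 18 months and profiled after 3 months without the drug. Total RNA of each cell line was hybridised to 1 array, giving 2 arrays in all. The methods name the GeneChip Human Gene 1.0 ST array and the WT Terminal Labeling Kit. The deposited values carry probe set identifiers of another Affymetrix array, the Human Genome U133 Plus 2.0, and the labels name the WT PLUS Reagent Kit. The authors processed the arrays with Affymetrix Expression Console and the robust multichip average (RMA) and deposited 1 log2 value for each of 54613 probe sets. The median over probe sets was 4.81 for PC3 and 4.81 for PC3CR. From the platform annotation, 41091 probe sets had 1 gene symbol, 1801 had several and were not used for genes, and 11721 were unnamed here. Each of the resulting 19775 genes was represented by its probe set with the highest mean over both arrays, and PC3CR minus PC3 was taken on the log2 scale. A difference of 1 is therefore a 2-fold difference, the threshold of the methods. Across genes the arrays had a Pearson correlation of 0.942, and the median difference was -0.04. With 1 array per cell line no difference has a replicate check, and the number of arrays limits the precision of every value. Gene lists written before the data were examined were described by their median difference, by the number of members past 2-fold, and by the percentile of the median among 10000 random gene lists of the same size and similar mean expression. Such a percentile describes these arrays and is not a test of the cell lines. Several lists cover processes that Supplementary Fig. S1 names, and the paper made that figure from the same microarray data. For these lists a high percentile is therefore not independent of the paper's enrichment result. Probe sets of one gene can disagree, and probe sets of closely related genes can bind each other's RNA.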

Using our previously established CBZ-resistant cell line PC3CR, which was generated by incubating PC3 cells with gradually increasing concentrations of CBZ, we analyzed gene expression differences between PC3 and PC3CR cells using microarray analysis. Functional annotation clustering (FAC) analysis of DAVID identified cell division (Gene Ontology [GO]: 0051301) and mitotic nuclear division (GO: 0007067) as the most enhanced clusters in PC3CR cells compared with the findings in PC3 cells (Supplementary Fig. S1). 

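Genes of mitosis and cell division were higher in PC3CR than in PC3 as a group. Of 87 measured genes of mitosis and cell division, 56 were at least 2-fold higher in PC3CR, none was at least 2-fold lower, and 31 lay within 2-fold. The median difference was 1.26 on the log2 scale, above all of the matched random lists (percentile 100). Among these 87 genes the largest difference was that of ASPM, a spindle pole protein, at 3.05. KIF11, the kinesin that separates the spindle poles, followed at 2.52, TACC3, which stabilises spindle microtubules, at 2.49, and NCAPG, a condensin subunit, at 2.40. MKI67, which encodes the proliferation marker Ki67, was named because the paper stained Ki67, not as a member of this list. It was at 6.74 in PC3 and 9.43 in PC3CR, a difference of 2.70. Its 4 probe sets differed by between 0.62 and 2.70.

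The genes that attach chromosomes to the spindle were also higher as a group. Of 41 kinetochore and centromere genes, 19 were at least 2-fold higher, 22 lay within 2-fold and none was lower by that much, with a median of 0.84 (percentile 100). After loess centring or quantile normalization 1 was at least 2-fold lower. NUF2, a subunit of the NDC80 complex, differed by 2.24, CENPF by 2.13, SKA1 by 1.95 and KNL1 by 1.94. CENPF had 3 probe sets, which differed by between 0.00 and 2.61. Of 22 genes of cohesin and sister chromatid cohesion, 5 were at least 2-fold higher and 17 lay within 2-fold, with a median of 0.53 (percentile 99.4, and 97.3 for the net number past 2-fold). With the mean of a gene's probe sets 1 was at least 2-fold lower. They included ESCO2, which acetylates cohesin, at 1.38, SMC1A, a cohesin subunit, at 1.36, SGO2 at 1.18 and CDCA5 at 1.12. The kinetochore list shares 18 genes with the mitosis list, and the cohesin list shares 5 with it.

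Lists of cell cycle phases had the same direction. Of 41 S phase genes, 24 were at least 2-fold higher and 1 was at least 2-fold lower, with a median of 1.08. E2F8, a cell cycle transcription factor, differed by 2.38, UHRF1 by 2.23, MCM4, a subunit of the replicative helicase, by 1.76, and HELLS by 1.70. One of the 5 probe sets of MCM4 was lower in PC3CR, by -0.30. Of 54 genes of G2 and M phase, 37 were at least 2-fold higher and none was at least 2-fold lower, with a median of 1.47. This list shares 32 genes with the mitosis list. GAS2L3 differed by 2.41. TOP2A, which encodes topoisomerase II alpha and is a member of this list, was at 8.15 in PC3 and 10.25 in PC3CR, a difference of 2.10 or 4.29-fold. Its 3 probe sets differed by between 0.80 and 2.10. Among the other 53 genes of the G2 and M phase list, 9 had a larger difference than TOP2A. When the probe sets of a gene were averaged, MKI67 differed by 1.60, KNL1 by 1.29, HELLS by 0.79 and ESCO2 by 0.52, so that HELLS and ESCO2 were no longer past 2-fold.

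The paper called differentially expressed genes by the 2-fold rule and ran gene ontology analysis in DAVID, with the enrichment score of each cluster graphed in Supplementary Fig. S1.

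**Figure D1:**
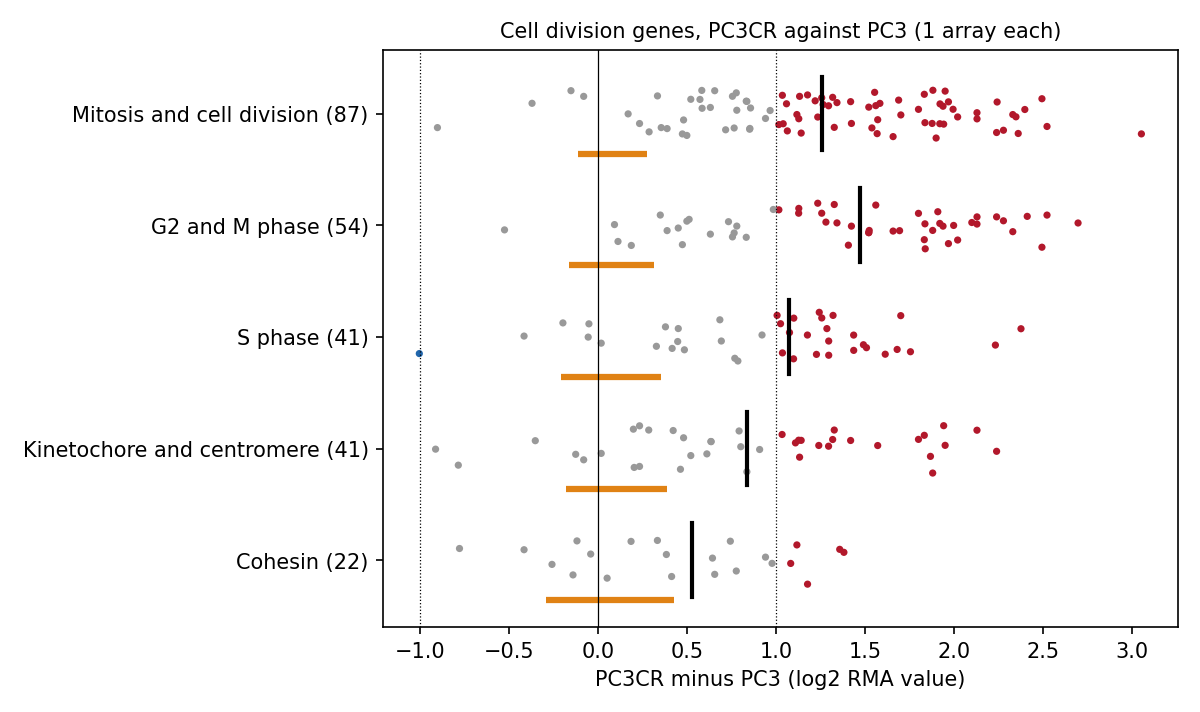
Differences between PC3CR and PC3 (log2 RMA value, horizontal axis) for the genes of 5 lists, 1 point per gene, with the number of measured genes in brackets. Red points are at least 2-fold higher in PC3CR, blue at least 2-fold lower and grey within 2-fold. Black bars are list medians, orange bars span the central 95% of the medians of matched random lists, and dotted lines mark 2-fold. Each of the 5 medians lies to the right of its orange bar.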

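The signature that separates PC3CR from PC3 held 1946 genes that were at least 2-fold higher in PC3CR and 1329 that were at least 2-fold lower, of 19775 genes. The higher genes were more numerous and the lower genes had the larger differences. At a difference of 3 or more on the log2 scale there were 27 higher and 176 lower genes, and at 5 or more there were 1 and 33.

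Among genes whose brighter array was at or above the median, SPP1, which encodes the secreted protein osteopontin, had the largest increase on the log2 scale, from 2.75 in PC3 to 9.23 in PC3CR, a difference of 6.48. SESN3, the sestrin that the introduction links to CBZ resistance through reactive oxygen species, followed at 4.92. Of its 7 probe sets, 6 were higher in PC3CR and 1 was lower. CEMIP, a hyaluronan-binding protein, differed by 4.50, STC1, the secreted glycoprotein stanniocalcin, by 4.43, and SLC40A1, the iron exporter ferroportin, by 4.09. The 10 largest increases also included CTSLP8, a cathepsin L pseudogene whose probe set may bind related transcripts, at 3.82, SCG2, a secretory granule protein, at 3.81, the interleukin 1 receptor gene IL1R1 at 3.79, LONRF2 at 3.59, and ATP2B4, a plasma membrane calcium pump, at 3.51.

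The largest decrease was that of SRGN, the proteoglycan serglycin, from 11.23 in PC3 to 2.80 in PC3CR, a difference of -8.43. One of its 3 probe sets differed by 0.23 in the other direction. PI3, the protease inhibitor elafin, differed by -7.68, HSPA6, a stress-inducible HSP70, by -7.04, PRAC1 by -6.92, and FBN2, the matrix protein fibrillin 2, by -6.77. S100P, a calcium-binding protein, differed by -6.49, MIR100HG by -6.47, EFNB2, the ligand ephrin B2, by -6.45, GALNT3, an enzyme of mucin-type glycosylation, by -6.29, and the cytokine gene IL1B by -6.19. The values of 8 of the 10 increases in PC3 and of 5 of the 10 decreases in PC3CR lay below the lower quartile of genes (4.22 and 4.10), near the floor of the array, which limits the size and the order of these differences. For several of these genes the size also rests on the brightest probe set. The second probe sets of SPP1, CEMIP, SLC40A1, IL1R1 and LONRF2 differed by 0.71, 0.13, 0.62, 0.14 and 0.80, those of MIR100HG and GALNT3 by -0.24 and -0.12, and one of 3 for FBN2 by -0.11. As the mean of their probe sets, SPP1 differed by 3.60, SESN3 by 1.37, CEMIP by 2.31, SLC40A1 by 2.35, IL1R1 by 1.96, LONRF2 by 2.20, FBN2 by -3.55, MIR100HG by -3.35 and GALNT3 by -3.20.

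Of 14 ABC transporters that can export drugs, 3 were at least 2-fold higher, 1 was at least 2-fold lower and 10 lay within 2-fold, and the median was 0.08 (percentile 72.1), or 0.41 over the 9 members that met a floor on signal, a brighter array at or above the median. Under loess centring, quantile normalization or the mean of probe sets, 1 was at least 2-fold higher. ABCB1, the P-glycoprotein gene, was at 3.17 in PC3 and 3.21 in PC3CR, below the lower quartile of genes on both arrays. ABCG2 differed by 2.80, ABCC4 by 1.05, ABCA2 by 1.00 and ABCB4 by -3.96. ABCC4 and ABCA2 came within 2-fold after loess centring (0.94 and 0.94), after quantile normalization (0.98 and 0.89) and as the mean of their probe sets (0.72 and 0.24), where ABCB4 differed by -2.37. Of 35 sestrins and antioxidant genes, 9 were at least 2-fold higher and 5 at least 2-fold lower, with a median of 0.34 (percentile 99.2, and 91.7 for the net number past 2-fold), or 0.53 with the floor. After SESN3, the members furthest from 0 were KEAP1, the repressor of the antioxidant factor NRF2, at -3.77, GPX3, an extracellular glutathione peroxidase, at 2.33, and AKR1C3, an aldo-keto reductase, at 2.11. The housekeeping genes ACTB and GAPDH differed by -0.28 and -0.13, and of 14 control genes none passed 2-fold in either direction, with a median of 0.02 (percentile 55.5), which was -0.09 as the mean of probe sets. The control genes furthest from 0 were SDHA at 0.75 and POLR2A at 0.68, or 0.25 for POLR2A as that mean.

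**Figure D2:**
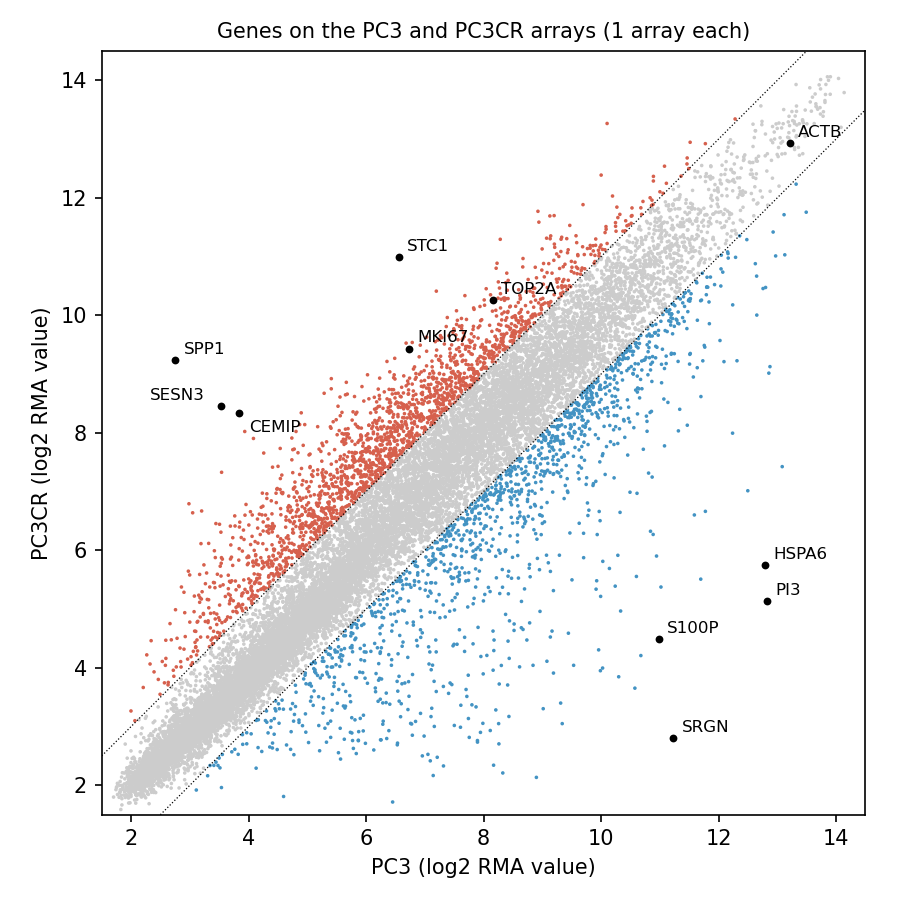
RMA values (log2) of 19775 genes on the PC3 array (horizontal axis) and the PC3CR array (vertical axis), 1 point per gene, with 1 array per cell line. Red genes are at least 2-fold higher and blue genes at least 2-fold lower in PC3CR, grey genes lie between the dotted 2-fold lines, and black points are named genes. SPP1 lies furthest above the lines and SRGN furthest below them among the named genes.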

Using microarray data for PC3 and PC3CR cells, we performed CMAP-based analysis to screen for candidate drugs that reprogram the gene signature in PC3CR cells (Fig. 1A). We tested the antitumor effect of the identified candidate drugs (Table 1) in PC3 and PC3CR cells in vitro. Among the drugs, ouabain, nifedipine, benzylpenicillin, and paromomycin did not significantly inhibit PC3CR cell proliferation (Supplementary Fig. S2). Conversely, the topoisomerase II alpha (TOP2A) inhibitor VP16 exerted stronger antitumor effects on PC3CR cells than on PC3 cells (P < 0.001, Fig. 1B). Our another CBZ-resistant cell line, DU145CR derived from DU145^3^ also had higher sensitivity for VP16 than parental DU145 cells (Supplementary Fig. S3). Because VP16 has been used to treat neuroendocrine prostate cancer (NEPC), we evaluated neuroendocrine markers in prostate cancer cell lines. As previously reported^16^, NCIH660 (a NEPC model cell line) tumors expressed neuroendocrine markers such as CD56, chromogranin A and synaptophysin. Meanwhile, these markers were less strongly expressed in CBZ-resistant tumors (Supplementary Fig. S4).

**Figure 1:**
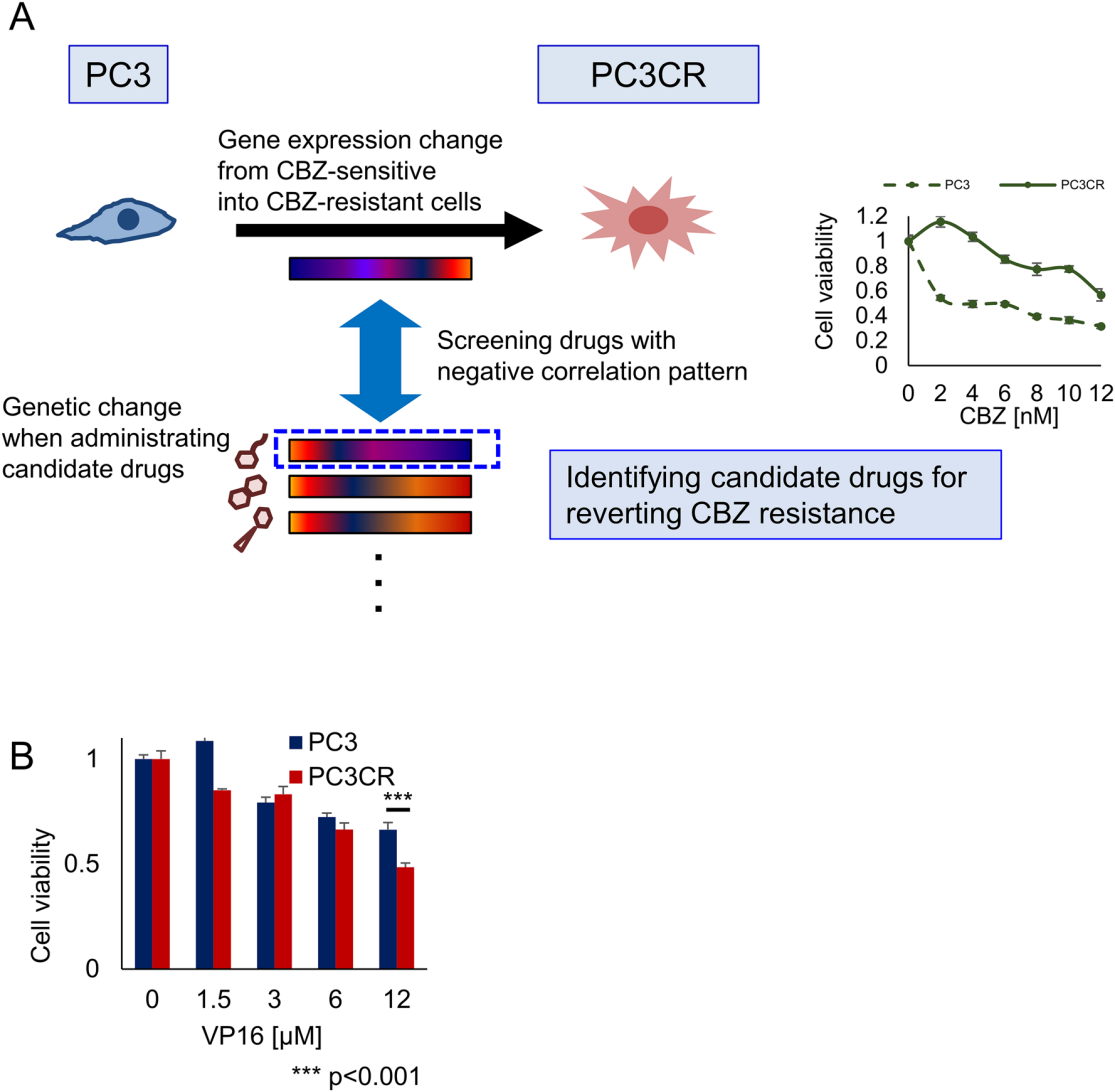
Identification of etoposide (VP16) as a candidate drug for overcoming cabazitaxel (CBZ) resistance in prostate cancer. (**A**) Schema of drug screening to overcome CBZ resistance in prostate cancer using a Connectivity Map. (**B**) On the WST assay, the relative viability of CBZ-resistant PC3CR cells treated with various concentrations of VP16 was significantly lower than that of CBZ-sensitive PC3 cells.

**Table 1:** The list of candidate compounds for treating cabazitaxel-resistant prostate cancer.

Candidate compound	Mean	Enrichment	P-value	Specificity
Ouabain	− 0.627	− 0.948	0.0001	0.0456
Benzylpenicillin	− 0.442	− 0.782	0.00112	0.0156
Nifedipine	− 0.385	− 0.923	0.0003	0.0126
Paromomyxin	− 0.339	− 0.756	0.00078	0.0652
Etoposide	− 0.276	− 0.695	0.00539	0.065
Mycophenolic acid	− 0.267	− 0.692	0.02894	0.1284
Pivmecillinam	− 0.237	− 0.813	0.01617	0.0099

### Elevated expression of TOP2A in CBZ-resistant prostate cancer

We analyzed TOP2A expression in CBZ-resistant cell lines. On Western blotting, TOP2A expression was higher in PC3CR cells than in PC3 cells (154.4 ± 6.8%, Fig. 2A, Supplementary Fig. S5). In single-cell RNA sequencing, the number of cells with high TOP2A expression cells was greater for PC3CR cells than for PC3 cells (Fig. 2B,C). dddNext, we evaluated TOP2A expression in CBZ-resistant xenograft tumors. On immunohistochemistry, the TOP2A histoscore in PC3CR tumors (120.2 ± 5.7) was significantly higher than that in PC3 tumors (48.8 ± 3.2, Fig. 2D,E). DU145CR also had higher TOP2A protein expression than DU145 in western blotting (Supplementary Figs. S5, S6). To investigate the clinical significance of TOP2A expression, we evaluated the correlation between TOP2A expression and prostate cancer prognosis using The Cancer Genome Atlas (TCGA) prostate cancer cohort dataset. Higher TOP2A expression was a poor prognostic factor for recurrence-free survival (p < 0.001, Fig. 2F). In the Fred Hutchinson (FH) cohort, which included patients with metastatic disease, TOP2A expression was significantly upregulated in metastatic prostate cancer tissues (Fig. 2G). These findings suggest that TOP2A is associated with the refractory nature of prostate cancer, and it could be a potential target for treating CBZ-resistant prostate cancer.

**Figure 2:**
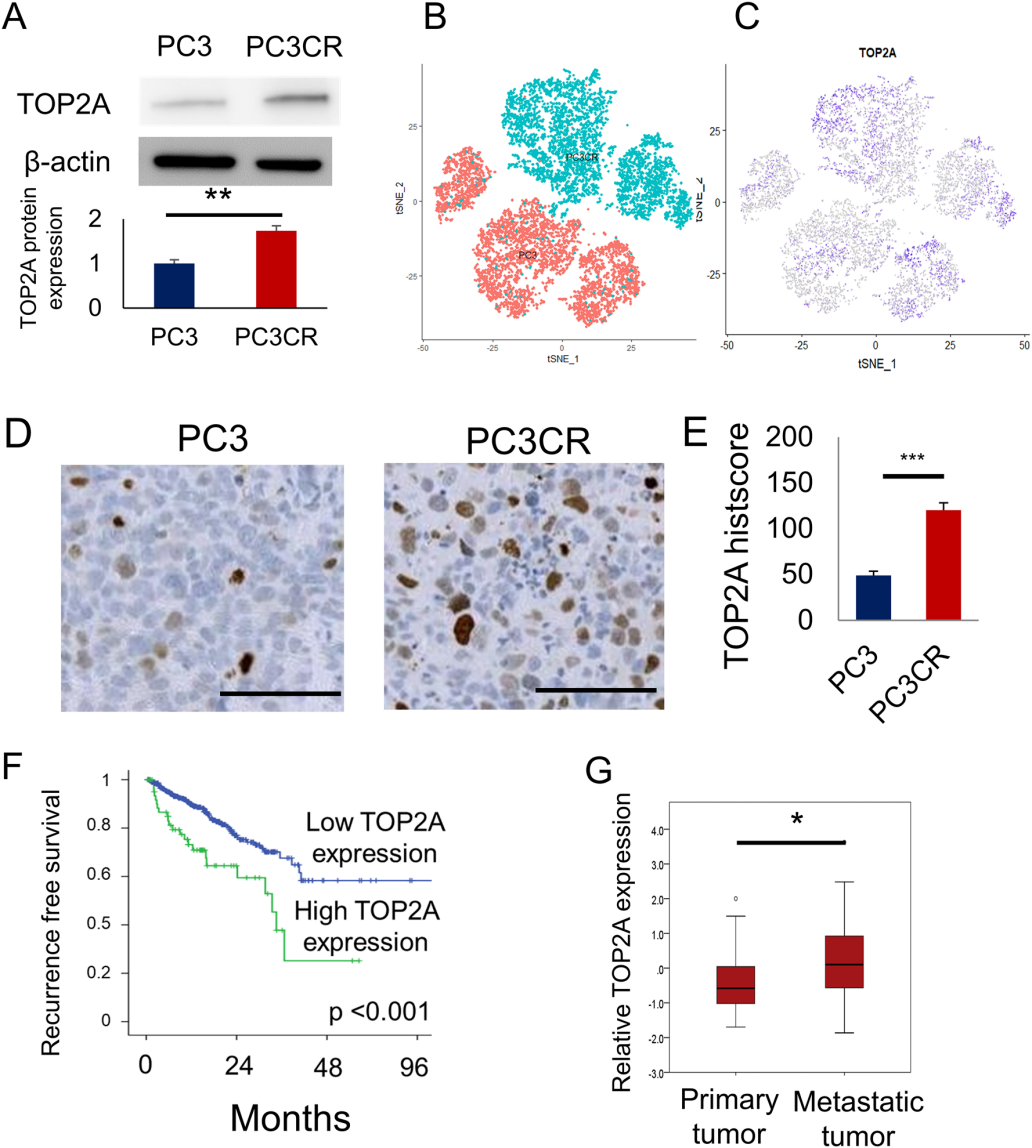
Significance of topoisomerase II alpha (TOP2A) expression. (**A**) TOP2A protein expression in PC3 and PC3CR cells. (**B**) PC3 and PC3CR cells were clustered via single-cell RNA-seq. Red dots indicate PC3 cells, and blue dots indicate PC3CR cells. (**C**) TOP2A expression was visualized using a t-distributed stochastic neighbor embedding plot. More intense purple color indicates higher TOP2A expression. (**D**) Immunohistochemical staining for TOP2A in PC3 and PC3CR xenograft tumors. Bar indicates 100 µm. (**E**) The TOP2A immunohistochemistry score was significantly higher in PC3CR tumors than in PC3 tumors. (**F**) Kaplan–Meier curves of recurrence-free survival in The Cancer Gene Atlas prostate cancer cohort according to high or low TOP2A expression. (**G**) In the Fred Hutchinson cohort, metastatic prostate cancer had significantly higher TOP2A expression than localized prostate cancer.

### Efficacy of VP16 for CBZ-resistant prostate cancer in vivo

We determined whether VP16 exerted antitumor efficacy in PC3CR xenograft tumors. We assigned five castrated nude mice each to the control, CBZ administration (10 mg/kg on day 1), and VP16 administration groups (20 mg/kg on days 1–3). Drug administration was started when the average tumor volume was approximately 100 mm^3^. We examined time course changes in PC3CR tumor growth. Although CBZ did not significantly suppress the growth of PC3CR tumors, VP16 significantly inhibited the growth of PC3CR tumors (Fig. 3A,B). We evaluated Ki67 expression via immunohistochemistry as an index of proliferation to examine the antitumor effect of the drugs histopathologically. For PC3CR tumors, the Ki67 index was significantly lower in the VP16 administration group (35.1 ± 3.5%) than in the control group (50.3 ± 2.4%, Fig. 3C,D,F). We next evaluated apoptosis via immunohistochemistry using the TUNEL assay. In PC3CR tumors, the mean apoptosis index of the VP16 administration group (2.03 ± 0.42%) was significantly higher than that of the control group (0.86 ± 0.02%, Fig. 3E,F). These results indicated that VP16 exerted antitumor effects on CBZ-resistant tumors by inhibiting cell proliferation and inducing apoptosis.

**Figure 3:**
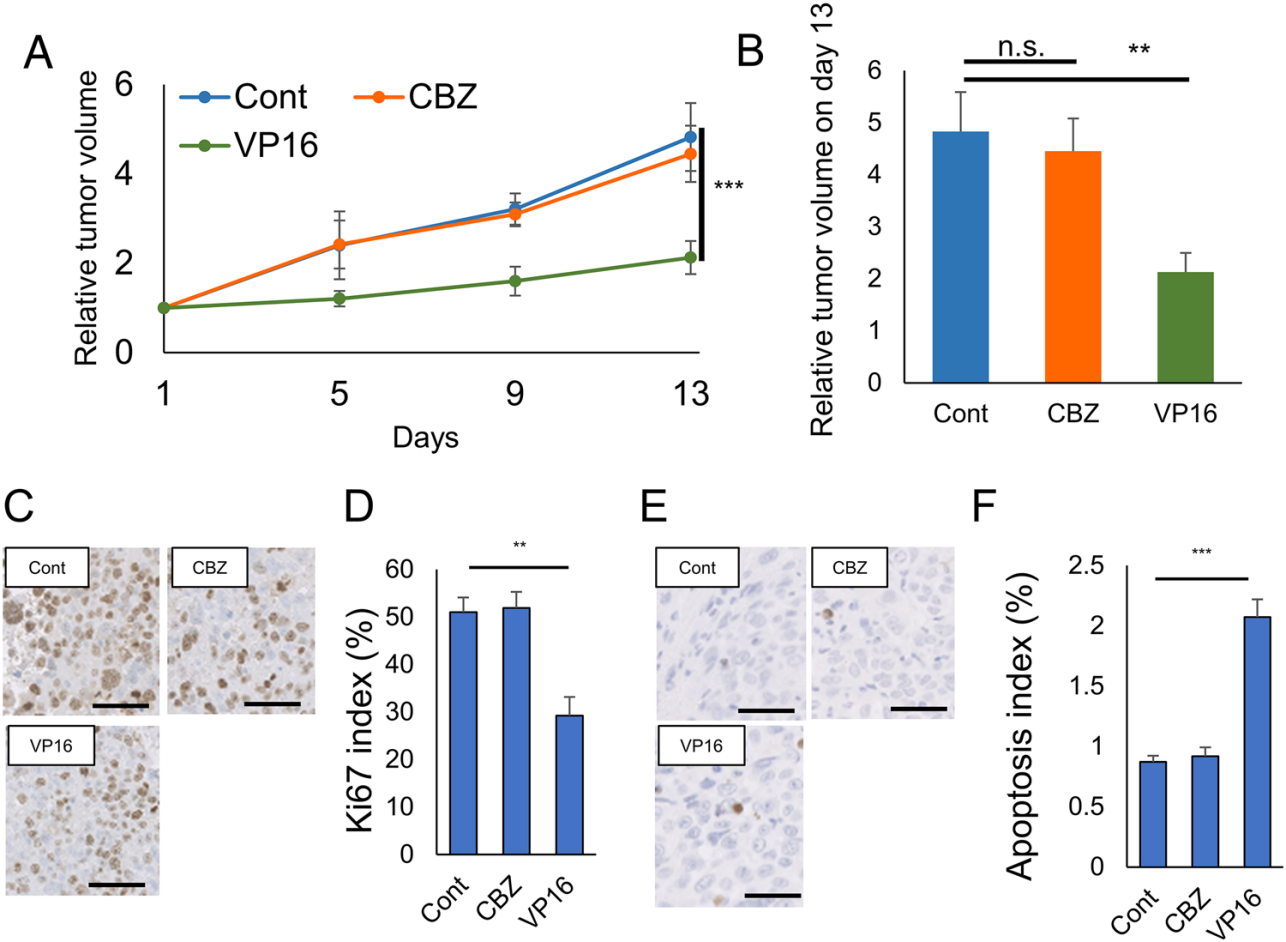
Efficacy of etoposide (VP16) in vivo. (**A**) Tumor growth over time for PC3CR xenograft tumors in castrated male nude mice during exposure to 10 mg/kg cabazitaxel (CBZ), 20 mg/kg VP16, or no treatment (Cont). (**B**) Relative tumor volume on day 13 in PC3CR xenograft tumors. (**C**) Immunohistochemical staining for Ki67 in PC3CR xenograft tumors. Bar indicates 100 µm. (**D**) Significant decrease in the Ki67 index was observed in the VP16 administration group compared with that in the control group. (**E**) TUNEL staining in PC3CR xenograft tumors. Bar indicates 100 µm. (**F**) Significant increase in the apoptosis index was noted for VP16 administration group compared with the control finding.

### DNA damage response in CBZ-resistant prostate cancer

To analyze the effectiveness of VP16 against CBZ-resistant cells, we performed exon sequencing of the PC3 and PC3CR genomes. In copy number analysis, large-scale transitions (LST) of PC3CR cells, defined as chromosomal breakages that generate chromosomal gains or losses of greater than or equal to 10 Mb^17^ was 41, and it suggested chromosomal instability in PC3CR cells (Fig. 4A). Genetic alteration was not identified among RB1 nor DNA repair genes in PC3CR. Because VP16 traps TOP2A on DNA strands and induces DNA strand breaks, we evaluated DNA damage induced by VP16 in PC3 and PC3CR cells. Immunofluorescence staining demonstrated that VP16 exposure was linked to higher γH2AX focus counts in PC3CR cell nuclei than in PC3 cell (Fig. 4B,C).

**Figure 4:**
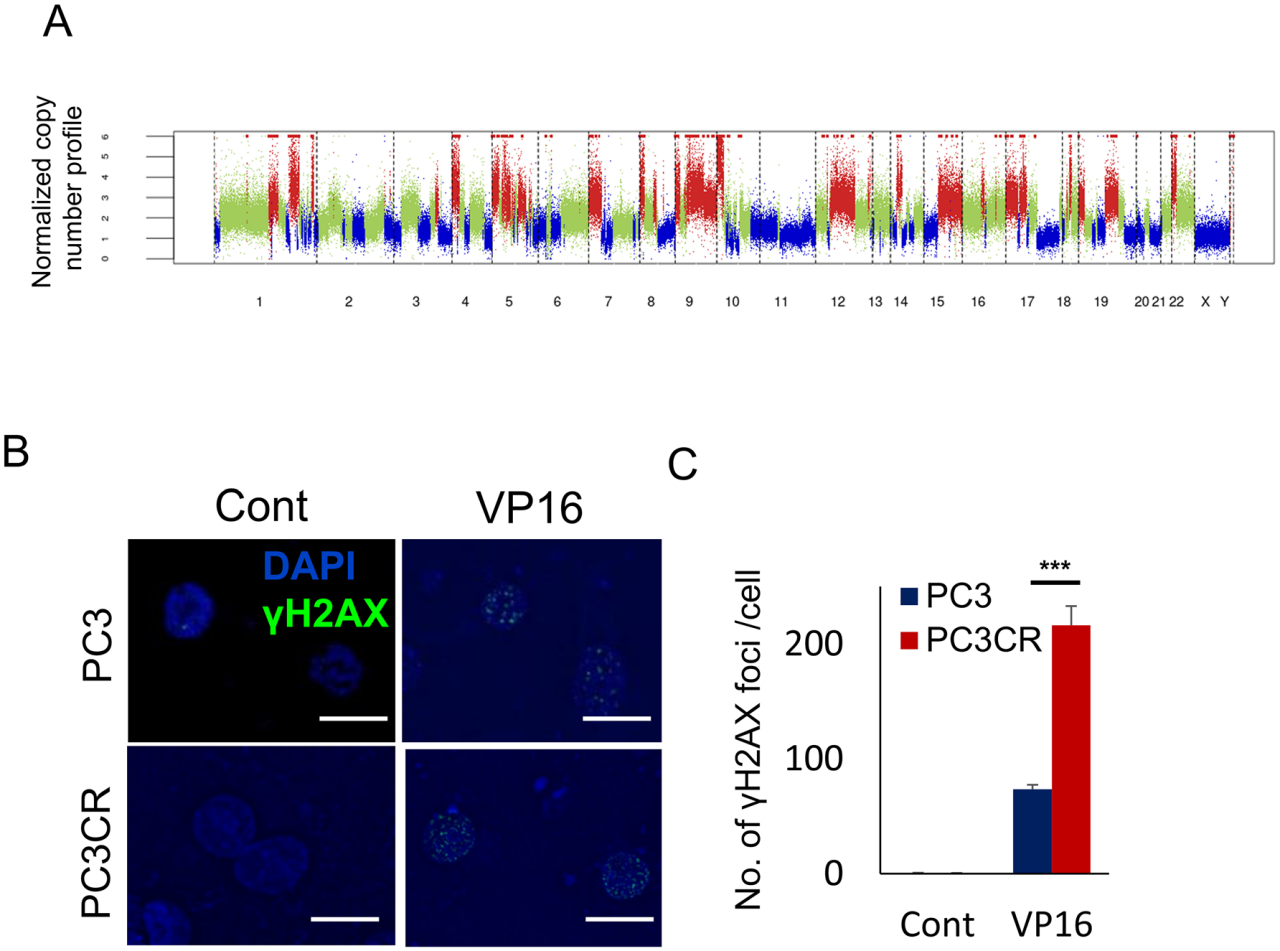
DNA repair pathway in cabazitaxel (CBZ)-resistant prostate cancer. (**A**) Copy number alteration analysis in PC3CR cells. (**B**) Immunohistochemistry of PC3 and PC3CR cells with or without etoposide (VP16) treatment. (**C**) Number of γH2AX foci/cells in PC3 and PC3CR cells with or without VP16 treatment.

### Targeting DNA repair pathways in CBZ-resistant prostate cancer

According to a previous report, the functional loss of genes involved in DNA repair pathways was associated with sensitivity to radiotherapy^18^. To directly investigate the effectiveness of targeting DNA repair pathways in CBZ-resistant cells, we exposed PC3 and PC3CR cells to radiation. Radiation treatment more strongly significantly suppressed proliferation in PC3CR cells than in PC3 cells (Fig. 5A). Immunofluorescence demonstrated that radiation treatment induced greater γH2AX focus formation in PC3CR cell nuclei than in PC3 cell nuclei (Fig. 5B,C). These results suggested that DNA repair pathways could be potential treatment targets for CBZ-resistant prostate cancer.

**Figure 5:**
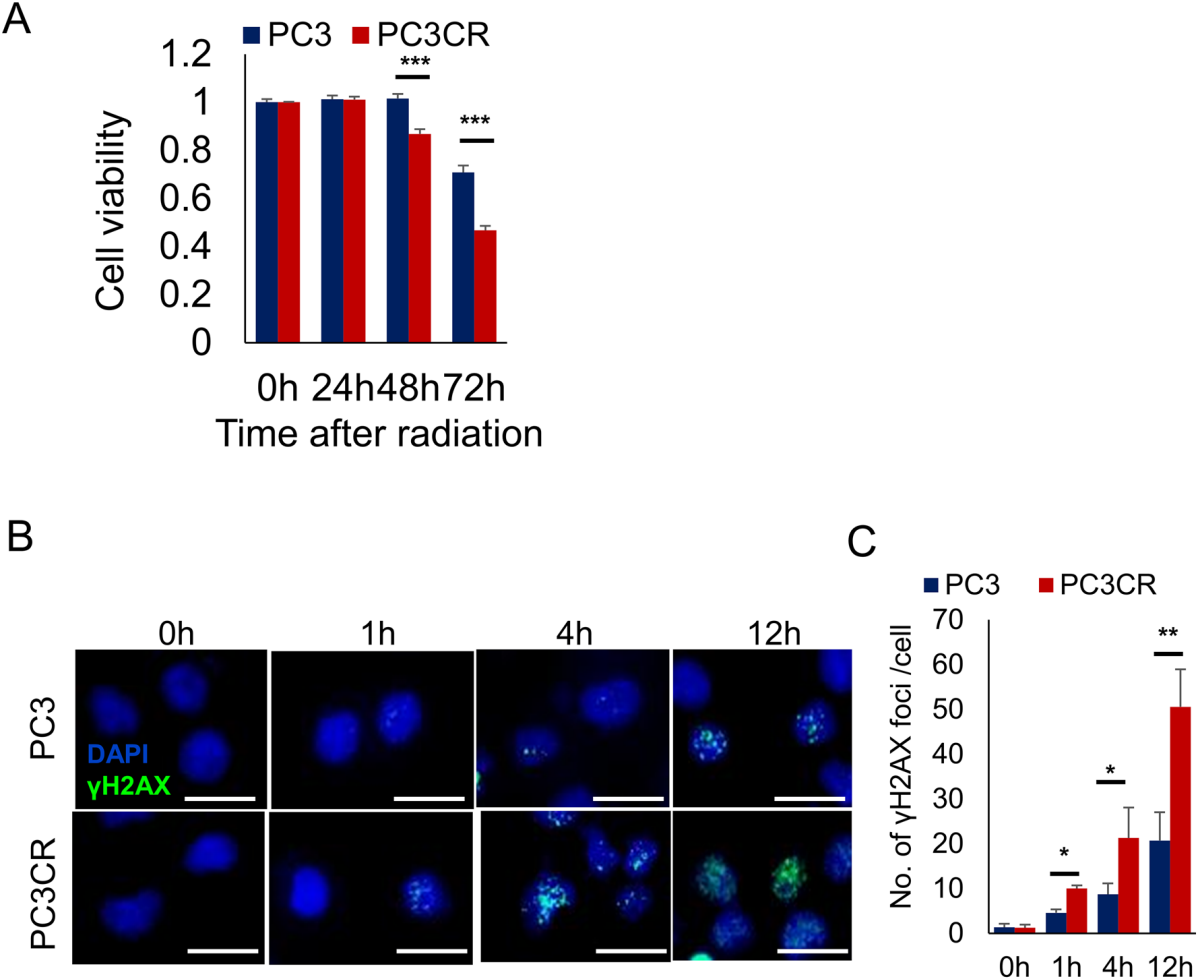
Efficacy of radiation for cabazitaxel (CBZ)-resistant castration-resistant prostate cancer. (**A**) WST assay before and 24, 48, and 72 h after a single 6-Gy dose of radiation in PC3 and PC3CR cells. PC3CR cells exhibited significantly higher radiosensitivity than PC3 cells. (**B**) Immunofluorescence of PC3 and PC3CR cells before and 1, 4, and 12 h after a single 6-Gy dose of radiation. (**C**) Number of γH2AX foci/cells in PC3 and PC3CR cells before and 1, 4, and 14 h after a single 6-Gy dose of radiation.

## Discussion

In this study, we identified a new indication for VP16 for overcoming CBZ-resistant prostate cancer via bioinformatic analysis. VP16 is a derivative of podophyllotoxin from the wild mandrake^19^. Certainly, VP16 also suppressed the proliferation of PC3 cells. However, PC3CR had higher sensitivity to VP16. These results suggested that VP16-based chemotherapy might be an effective option for CBZ-resistant prostate cancer. The agent, which inhibits TOP2A, is used to treat some types of cancers such as lung, blood, and breast cancers^20–22^. VP16 acts as a TOP2 poison through the trapping and stabilization of TOP2-DNA complexes, generating DNA break^23^. In our study, we observed DNA breaks induced by VP16 through γH2AX immunofluorescence. Parental PC3 cells had PTEN/TP53 deletions^24^. PC3CR had no further genetic alteration in tumor suppressor genes nor DDR genes. In addition, neuroendocrine markers were not upregulated in our CBZ-resistant cell line. Beltran et al. reported on prostate cancer lacking both AR and neuroendocrine markers (“double negative” prostate cancer)^25^ and our CBZ-resistant cell lines were classified into this double negative group. However, mechanisms of double negative prostate cancer remained unclear. The lack of AR expression in parental cell lines may be related to the negative neuroendocrine markers. Although PC3 and PC3CR cells are neuroendocrine marker negative and AR signaling negative prostate cancer, VP16 was considered effective for some types of refractory prostate cancer. We also found that targeting DNA repair pathways using radiation was significantly more effective against CBZ-resistant cells than against CBZ-sensitive cells. The accumulation of mutations eventually leads to cancer. Therefore, DNA damage is an important factor for cancer development. Conversely, DNA repair pathwaysos such as BRCA, CHEK, or PALB2 signaling is believed to affect prostate cancer development and progression^26^. Deregulation of SPOP, which is involved in DNA damage responses, was reported to be related to the response to radiotherapy^27^. Remodeling of DNA repair pathways could be potential targets for CBZ-resistant prostate cancer, although further analysis is needed to truly prove involvement of DDR pathways for the acquisition of CBZ resistance.

TOP2A generates double-strand breaks and controls the topological state of DNA strands. The enzyme unlinks supercoils to allow the transcription/replication machinery to access the DNA. The protein expression and catalytic activity of TOP2A depend on the cell cycle stage, specifically peaking in G2/M phase. Because TOP2A has an important role in DNA processing, the deregulation of TOP2A results in inappropriate DNA recombination and chromosomal translocation^28^. Although DNA strand breaks generally lead to cell death, some cells acquire genomic mutations or translocations and progress to malignancy^29,30^. TOP2A upregulation has been linked to tumor progression in breast^31^ and non-small cell lung cancers^32^. Concerning prostate cancer, topoisomerases cooperate with androgen receptor signaling^33–35^. However, the relationship between TOP2A and androgen independence or chemoresistance in prostate cancer is unclear. Our analysis of a prostate cancer cohort suggested that TOP2A expression was associated with tumor progression and chemoresistance. Because VP16 has been used to treat NEPC, we evaluated neuroendocrine markers in prostate cancer cell lines. Whereas NCIH660 tumors expressed CD56, chromogranin A, and synaptophysin, CBZ-resistant tumors did not have significant expression of these markers. Considering these results and previous findings that NEPC has poor responses to taxanes^36^, prostatic adenocarcinoma with acquired CBZ resistance and NEPC might have common characteristics that are correlated with increased sensitivity to VP16. Thus, VP16-based chemotherapy could be a therapeutic option for CBZ-resistant prostate cancer even if NEPC was not detected via tumor biopsy.

Currently, huge expenditures are required for successful novel drug discovery. Our method of drug screening using bioinformatic analysis can permit less costly drug discovery. Because the candidate drugs identified via in silico screening are already used in humans, its side effects and management are well known^5,9,37–39^. We previously identified the hepatitis C drug ribavirin as an option for overcoming DOC resistance in prostate cancer via in silico screening^8^. Based on the same concept as our previous study, we performed in silico drug screening and identified VP16 as a promising candidate treatment for CBZ-resistant prostate cancer. VP16 based chemotherapy may thus be an optimal treatment for CPRC in the post-cabazitaxel setting.

## Supplementary Information

Supplementary Figures.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding authors on reasonable request.

# Supplementary material for: Topoisomerase II alpha inhibition can overcome taxane-resistant prostate cancer through DNA repair pathways
**Source:** Sci Rep. 2021 Nov 15;11:22284. doi: 10.1038/s41598-021-01697-2

Supplementary Figure 1. DAVID functional annotation clustering (FAC) analysis of microarray data in PC3CR cells compared with PC3 cells.

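Functional annotation clustering groups annotation terms that share many genes and scores each group by the mean of the negative logarithm of its terms' P-values, so that a high score means that the genes of several related terms were over-represented in the submitted list. The clusters of Supplementary Fig. S1 beyond cell division name microtubules, kinetochores, cohesion, nucleic acid binding, DNA repair, cilia and the extracellular matrix. A score of this kind does not give the direction of single genes, which the array values give for gene lists of the same processes.

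Of 52 genes of microtubule-associated proteins, 10 were at least 2-fold higher in PC3CR, 1 was at least 2-fold lower and 41 lay within 2-fold, with a median difference of 0.45 (percentile 100). When the mean of a gene's probe sets was used, the median was 0.18 and 6 were at least 2-fold higher. MAP2, a neuronal microtubule stabiliser, differed by 3.39, MAPRE2, a plus-end binding protein, by 2.17, KATNAL1, of the microtubule-severing katanins, by 2.04, and CKAP2 by 1.69. One of the 3 probe sets of MAPRE2 differed by -0.13, and as the mean of probe sets MAPRE2 and CKAP2 differed by 1.06 and 1.03. Tubulin is the target of CBZ. Of 18 tubulin isotypes, 4 were at least 2-fold higher and none was at least 2-fold lower, with a median of 0.35 (percentile 98.1), while after loess centring or quantile normalization 1 was at least 2-fold lower. These were TUBB6 at 2.59, TUBA1A at 2.18, TUBB2B at 1.87 and TUBAL3 at 1.54. TUBB3, the isotype most often discussed in taxane resistance, was at 10.62 in PC3 and 11.28 in PC3CR, a difference of 0.66 and below 2-fold, or 0.44 as the mean of its probe sets. The other beta tubulins TUBB, TUBB1, TUBB2A, TUBB4A and TUBB4B differed by 0.15, -0.11, -0.81, 0.33 and 0.51, with TUBB at 0.32 as that mean and TUBB1 at -0.004 after loess centring.

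DNA repair genes were read list by list, and differences between the lists were not tested. Overlap of the repair lists with the S phase and G2 and M phase lists was not examined. Whether repair genes rose apart from the cell cycle genes was therefore not tested. Of 33 homologous recombination genes, 13 were at least 2-fold higher and none was at least 2-fold lower, a net number at percentile 99.99 of matched random lists, while the median was 0.30 (percentile 94.4, or 99.8 among random lists not matched on mean expression). With differences centred on a loess curve or after quantile normalization this median was 0.19 and 0.18. RMI2, of the complex that dissolves recombination intermediates, differed by 2.24, BRCA1 by 1.72, FIGNL1 by 1.69, RMI1 by 1.60 and PALB2 by 0.32, or 0.19 after loess centring. BRCA1 differed by 0.95 as the mean of its probe sets. Of 13 Fanconi anemia genes, 6 were at least 2-fold higher and none was lower by that much, with a median of 0.96 (percentile 99.8). This median was 0.32 with the mean of a gene's probe sets. UBE2T, the ubiquitin-conjugating enzyme of the pathway, differed by 1.92, FANCM by 1.39, FANCG by 1.37 and FANCL by 1.18, and as the mean of its probe sets FANCM differed by 0.65. Of 14 non-homologous end joining genes, none passed 2-fold in either direction, and the median was 0.01 (percentile 40.1). RIF1 at 0.71 and XRCC6 at 0.66 were furthest from 0, and differed by 0.13 and 0.34 as the mean of their probe sets. In nucleotide excision repair, 2 of 23 genes were at least 2-fold higher and 4 at least 2-fold lower (median 0.22, percentile 75.04), and after loess centring or quantile normalization the median was 0.08 and 1 gene was at least 2-fold higher. UVSSA differed by 1.39, GTF2H1 by -1.30, ERCC6 by -1.29 and CCNH by -1.24. UVSSA and GTF2H1 differed by 0.23 and -0.70 as the mean of their probe sets. In base excision repair, 3 of 19 genes were at least 2-fold higher and 1 was lower by that much (median 0.31, percentile 85.3, or 98.8 without matching), and the median was 0.20 after loess centring and 0.19 after quantile normalization. LIG3 differed by -2.31, or -1.51 as the mean of its probe sets, and NEIL3, PARP1 and FEN1 by 1.48, 1.41 and 1.08. The 5 mismatch repair genes measured had a median of 0.43 (percentile 79.3), with EXO1 at 1.44 and MSH6 at 1.06. With the mean of a gene's probe sets this median was 0.12 and MSH6 differed by 0.60. Of the 5 mismatch repair genes, 3 were higher in PC3CR, and 1 was at least 2-fold lower after loess centring or quantile normalization. Of 23 genes of the DNA damage checkpoint, 6 were at least 2-fold higher and 1 was lower by that much (median 0.48, percentile 96.9, or 99.9 without matching), and 3 were higher by that much with the mean of a gene's probe sets. HUS1 differed by -1.92, or -1.22 as the mean of its probe sets, RAD1 by 1.74, CHEK2 by 1.18 and CHEK1 by 0.80.

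Of 58 genes of cilium assembly, 11 were at least 2-fold higher and none was at least 2-fold lower, with a median of 0.41 (percentile 99.49, and 96.5 for the net number past 2-fold). With the mean of a gene's probe sets 3 were at least 2-fold higher and 1 was lower by that much, and 1 was lower after loess centring or quantile normalization. The intraflagellar transport genes IFT81, IFT74 and WDR19 differed by 1.73, 1.67 and 1.55 and the BBSome gene TTC8 by 1.62. As the mean of probe sets IFT81 and WDR19 differed by 0.80 and 0.42. Extracellular matrix genes went both ways. Of 79 measured, 19 were at least 2-fold higher and 15 at least 2-fold lower, and the median was 0.00 (percentile 67.9). Beyond SPP1 and FBN2, the members furthest from 0 were the collagenase gene MMP1 at -3.81 and the fibronectin gene FN1 at -3.30. Among 7 probe sets of FN1, 1 was higher in PC3CR and 5 were lower, and their mean difference was -1.92.

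**Figure D3:**
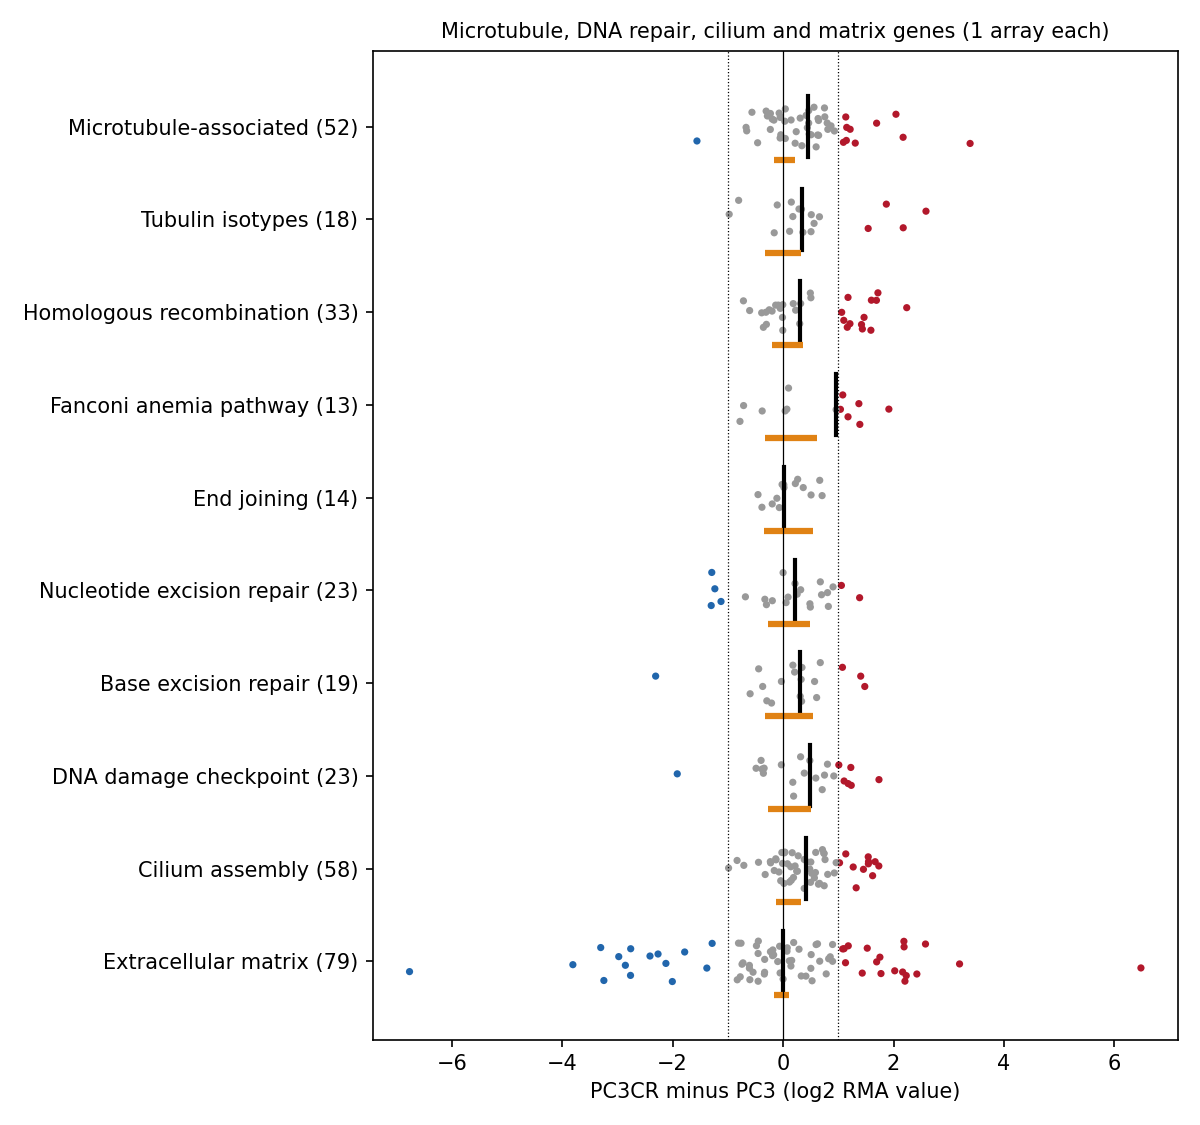
Differences between PC3CR and PC3 (log2 RMA value, horizontal axis) for the genes of 10 lists, 1 point per gene, with the number of measured genes in brackets. Red points are at least 2-fold higher in PC3CR, blue at least 2-fold lower and grey within 2-fold; black bars are list medians, orange bars span the central 95% of the medians of matched random lists, and dotted lines mark 2-fold. Extracellular matrix genes spread furthest in both directions around a median of 0.00.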

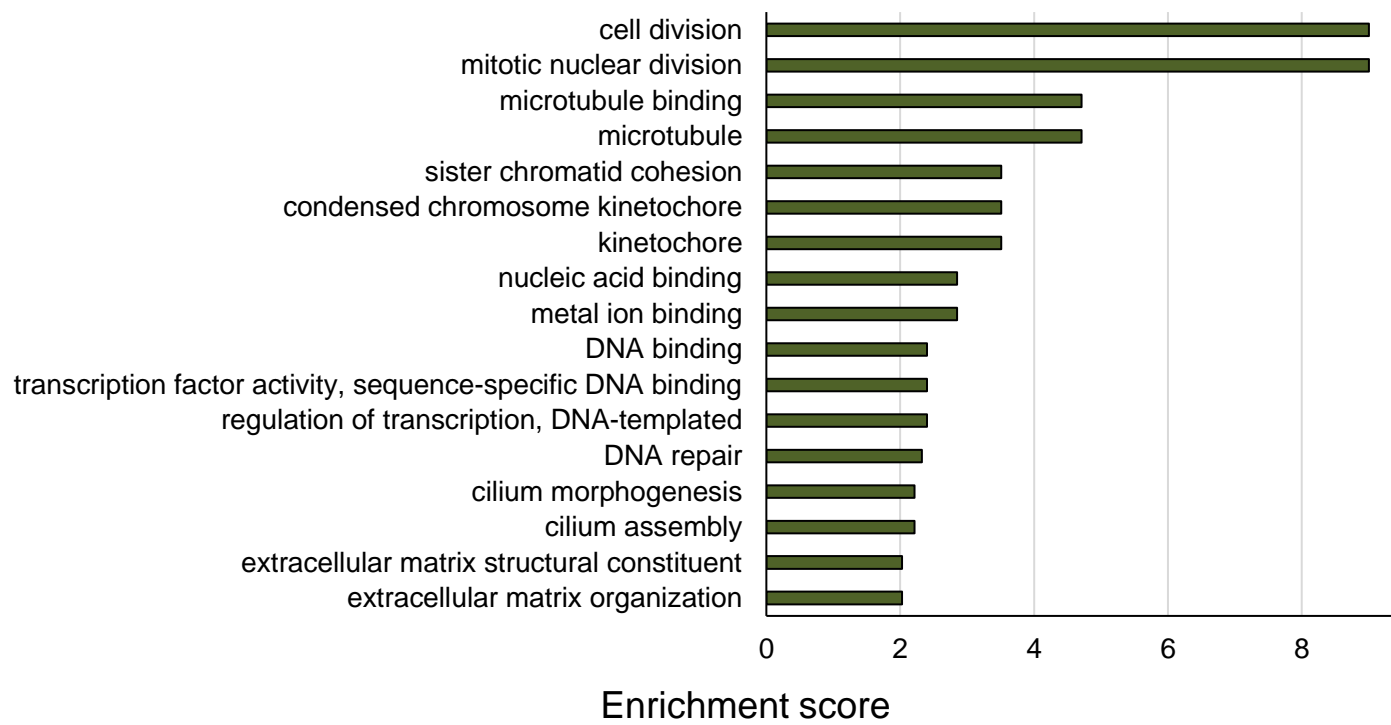

Supplementary Figure 2. *In vitro* screening of candidate drugs to overcome CBZ-resistance in castration-resistant prostate cancer.

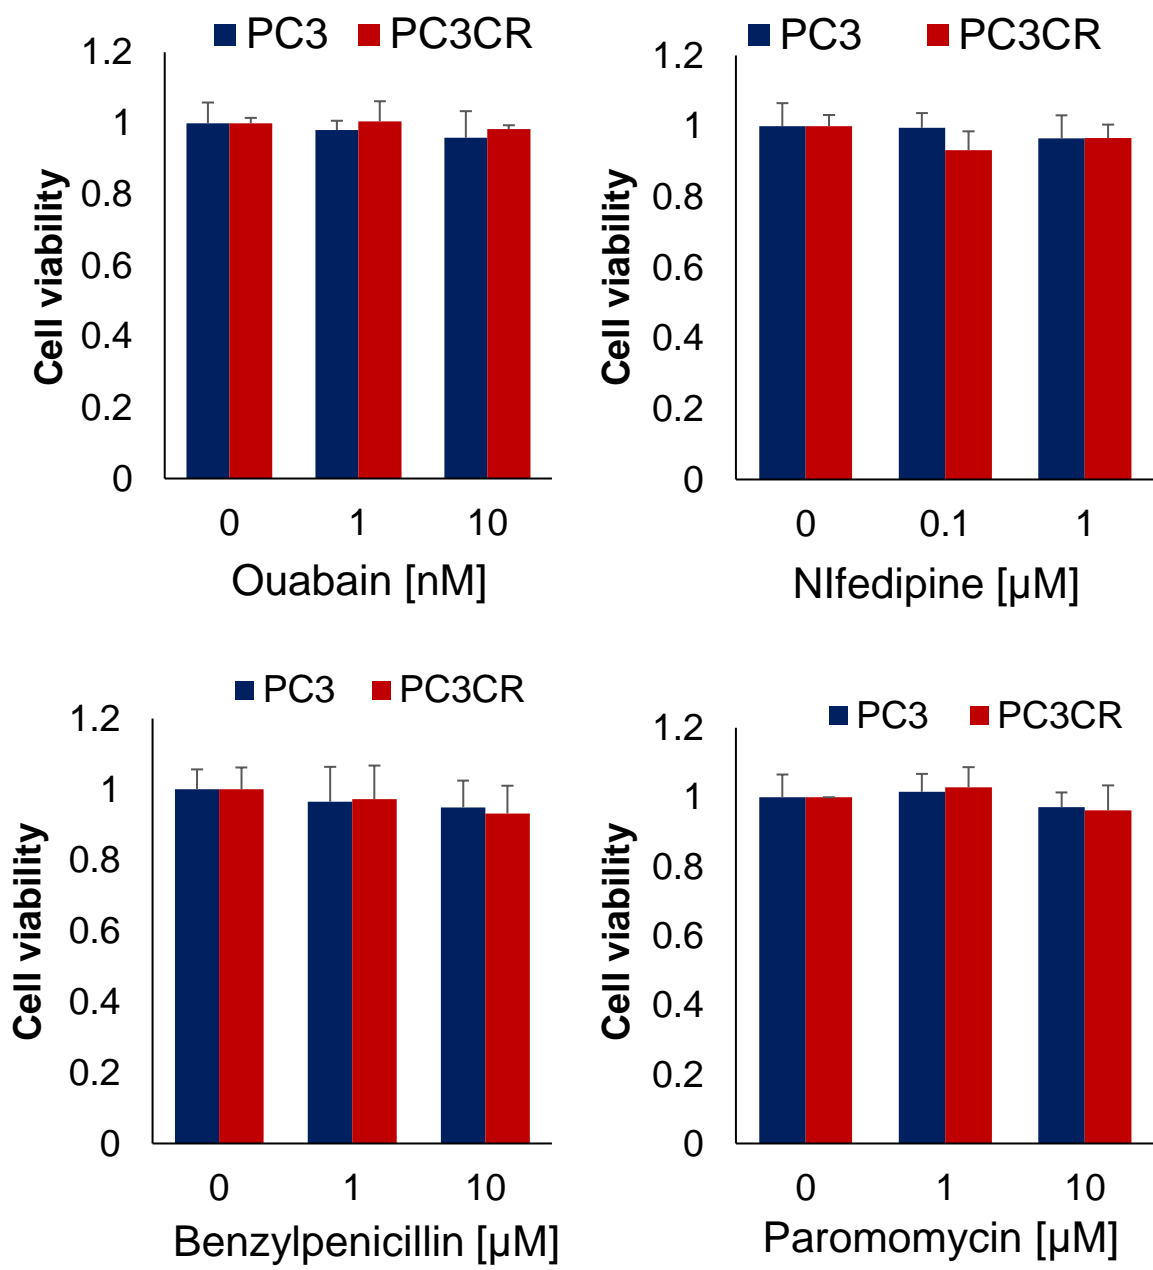

Supplementary Figure 3. Anti-tumor effect of etoposide (VP16) for DU145CR

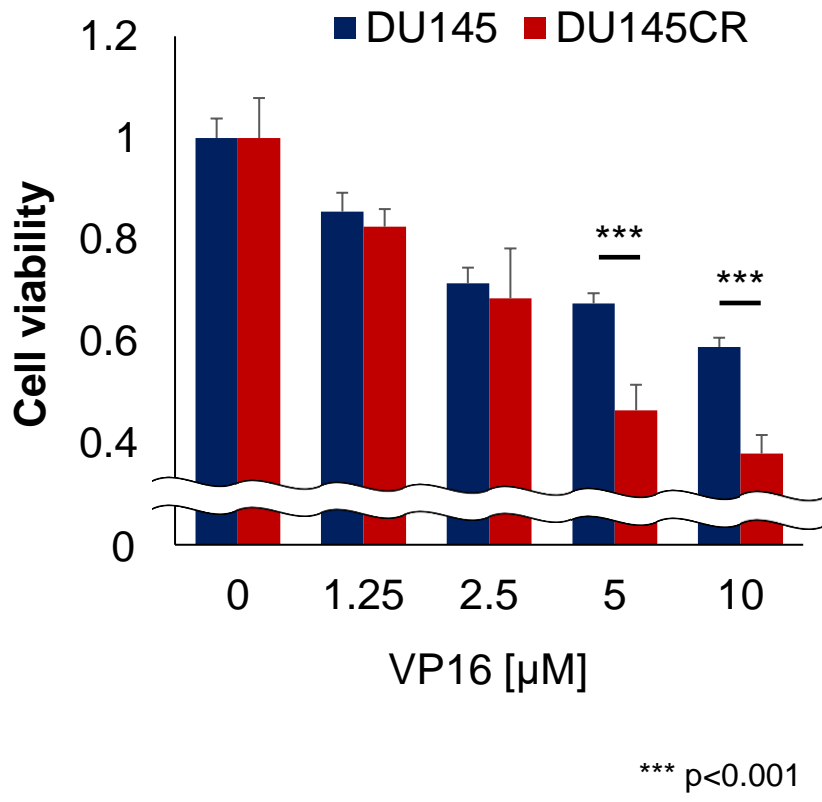

Supplementary Figure 4. Neuroendocrine markers expression in xenograft tumors.

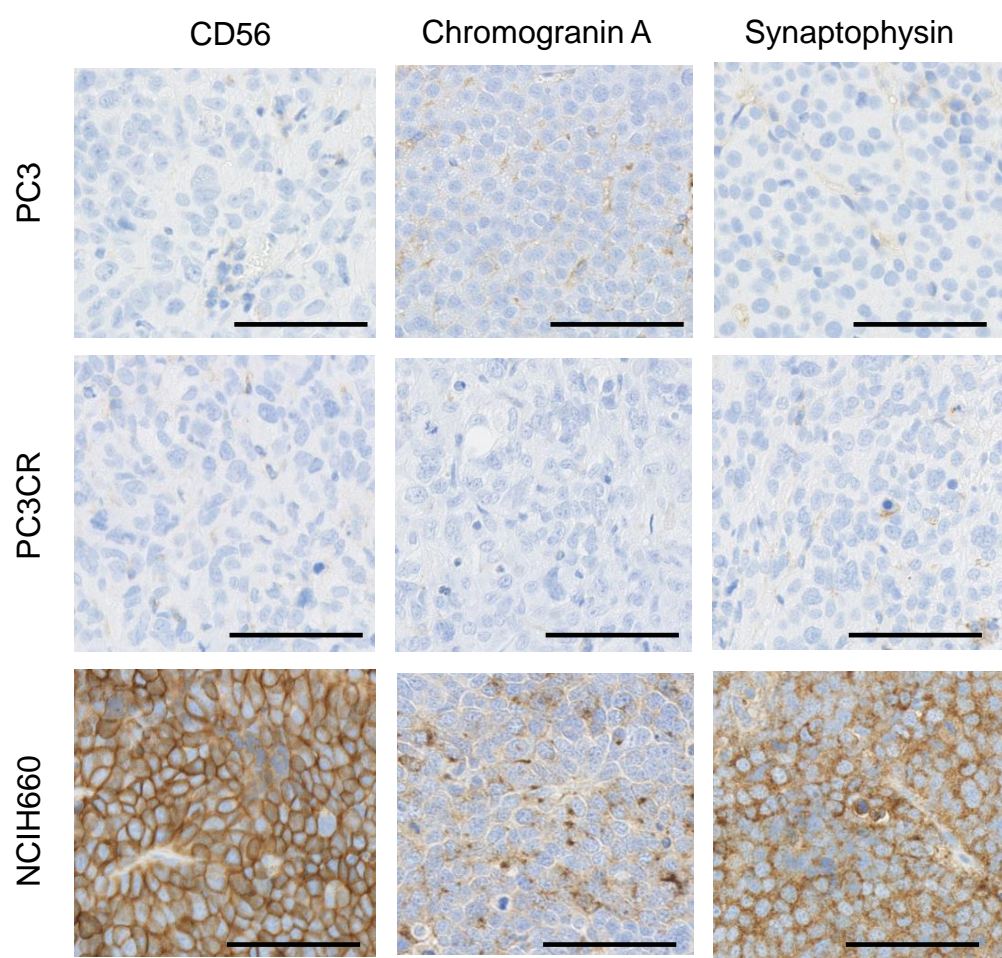

Supplementary Figure 5. Full-length images of western blotting

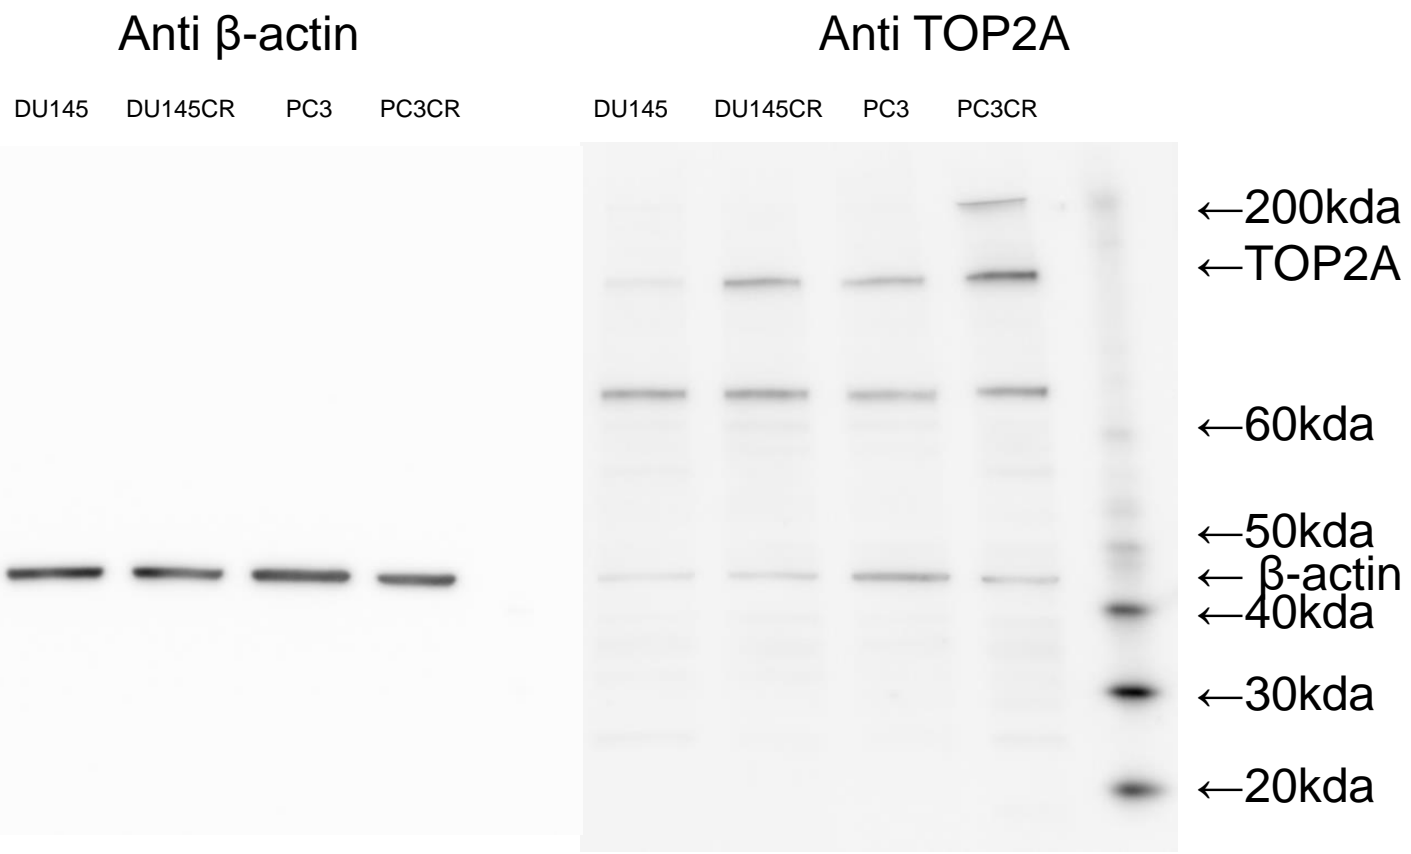

Supplementary Figure 6. TOP2A protein expression in DU145CR

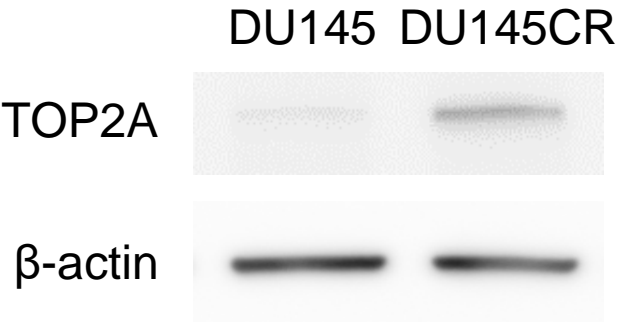

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

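Gene expression was measured in PC3 cells and in the CBZ-resistant subline PC3CR, with 1 array per cell line. The authors deposited log2 values, 1 per probe set, that they had made with the robust multichip average. Their processing notes name Affymetrix Expression Console 1.4, Transcriptome Analysis Console 3.1 and RMA. The scanner files were not used here, so background correction and normalization are those of the authors. RMA makes the distributions of the arrays alike, which can hide a difference in total RNA per cell and shifts genes relative to the rest of the array. The deposited log2 values ranged from 1.62 to 14.14 in PC3 and from 1.58 to 14.11 in PC3CR, and 1817 probe sets had identical values on both arrays. The probe set identifiers are those of the Human Genome U133 Plus 2.0 array, whereas the methods name the Human Gene 1.0 ST array.

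Probe sets were paired with genes through the platform annotation, and symbols were updated through Entrez IDs to those of RefSeq on GRCh38.p14 for 41037 probe sets. This table served only for names, chromosomes and the order of neighbouring genes. Of 54613 probe sets, 41091 had 1 gene symbol and entered the analysis, 1801 had several and 11721 were unnamed here. For the 10523 genes with several probe sets, the probe set with the highest mean over both arrays was used. Some genes that the paper names were not analysed here.

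PC3CR minus PC3 was computed per gene. Genes were counted at a difference of at least 1 or at most -1, the 2-fold rule of the methods, with no floor on signal. No p-value was computed, because with 1 array per cell line there is no estimate of the spread between cultures. For each of 40 gene lists fixed beforehand, and for 1 list of heat-shock genes added after the data had been seen, the median difference was set against 10000 random lists of the same size drawn from the same 20 bins of mean expression. The genes named in the text were the 10 largest and 10 smallest differences among genes whose brighter array lay at or above the median of its array, the genes named in the paper, the topoisomerases, beta tubulins, ABCB1 and the targets of candidate drugs, and in each list described up to 4 members furthest from 0 past 2-fold or, where none was, the 2 members furthest from 0. Other genes are named where they bear on a test. Lists of processes that Supplementary Fig. S1 names were not independent of these arrays, from which the paper made that figure. Differences were also described by chromosome, without the Y chromosome, and over runs of 25 neighbouring genes whose brighter array lay at or above the median, against 100 shuffles of gene order. The alternatives were other fold thresholds, 2 floors on signal, the mean of a gene's probe sets, all probe sets, 3 other scalings (median centring, loess centring with a span of 0.4, quantile normalization), random lists without matching and a mitosis list without G2 and M phase genes. A value was taken as moved when it differed by over 0.1 on the log2 scale, a count when it differed by over 1.5 times, and a percentile when it crossed 2.5 or 97.5.

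The procedure was tested on simulated data with 19775 genes. The 2-fold rule recovered 99.0% of 100 genes changed by 1.5 on the log2 scale and 100.0% of 100 changed by 3, and took 0.015% of unchanged genes. Of 100 unchanged lists, 7.0% fell outside the 2.5 and 97.5 percentiles. The simulated noise was assumed and not estimated from replicates, so these rates hold for that noise and need not hold for the arrays. The functional annotation clustering and the Connectivity Map search of the paper were not rerun here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.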

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

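Apart from the proliferation genes, the paper does not analyse the gene lists in this part. Each list but that of heat-shock genes was taken up because its median lay outside the central 99% of the medians of matched random lists. The test of TOP2A within the G2 and M phase list was chosen only after its values had been seen, and so was the heat-shock list, whose median was not known when the bounds of its test were set. The bootstrap intervals were also added after the values had been seen, and so was the rule that an explanation is argued against where its value passes 1 bound and the interval excludes the other.

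Epithelial genes were lower in PC3CR as a group. Of 30 measured, 15 were at least 2-fold lower and 1 at least 2-fold higher, with a median of -1.13 (percentile 0.00). MAL2, an apical trafficking protein, differed by -5.65, the epithelial transcription factor EHF by -5.16, the tight junction gene CLDN4 by -4.97 and RAB25 by -4.20. EHF and CLDN4 differed by -1.77 and -2.58 as the mean of their probe sets. The tables argue against a loss of DNA around these genes as their common source, since 145 neighbouring genes with signal in PC3 had a median of -0.13, with an interval from -0.32 to 0.09 when the 15 neighbourhoods were resampled, which excludes the bound of -0.5 set beforehand for a loss and spans the bound of -0.2 set against it; in 2 neighbourhoods the median was at or below -0.5, so a loss around single genes stays open. A different cell line or a mixture behind the PC3CR label was tested through CTNNA1, a gene that PC3 cells are known to have lost. It was at 11.13 on the PC3CR array, above the median of 6.05, which met the condition set beforehand for such a source. It was, however, at 9.00 on the PC3 array, above 84.5% of genes there. Its other probe sets were at 4.95, 6.13, 7.31 and 8.77 in PC3, where the median of genes was 5.93. They differed by -0.09, 2.49, 2.20 and 2.04 between PC3CR and PC3. On the brightest probe set, the premise that the PC3 array shows the loss was thus not borne out. For that reason, given only after the value was seen, the test was read as undecided, and it leaves the origin of both RNA samples open, beside a change during long culture in CBZ, for which no test was possible.

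Genes of the unfolded protein response were lower in PC3CR as a group. Of 26 measured, none was at least 2-fold higher, 7 were at least 2-fold lower and 19 lay within 2-fold, with a median of -0.75 (percentile 0.00). PPP1R15A differed by -2.96, the chaperone gene DNAJB9 by -2.18, HERPUD1 by -1.30 (-0.82 as the mean of its probe sets) and TRIB3 by -1.24. A heat-shock response in the PC3 culture at harvest, a candidate explanation since HSPA6 was among the largest decreases, was tested on 20 other heat-shock genes. Their median was -0.20 (percentile 10.3), on the side of the preset bound of -0.5 that speaks against such a response and away from the bound of -1 that it would need, but the bootstrap interval from -1.13 to 0.05 spans both. Of the 20, 7 were at least 2-fold lower in PC3CR, among them HSPH1 at -3.34, CRYAB at -2.94 and HSPA1L at -2.71, and 1, HSPB8, was higher, at 2.35 (with the mean of probe sets 2 were higher, and HSPA1L and HSPB8 differed by -1.54 and 1.30). This net number lay at percentile 0.15 of matched random lists, a reading that goes with the response and was not the test set beforehand, so the explanation stays open. With 1 culture per cell line, a state of the PC3 culture and a property of PC3CR cannot be told apart.

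The increase of proliferation genes was weighed in the same way. The tables argue against a trend with signal intensity as its whole source, since the mitosis and cell division median was 1.19 after loess centring, with a bootstrap interval over genes from 0.97 to 1.42. The interval just spans the bound of 1 set beforehand for an increase that is kept, and it lies far above the bound of 0.3 set for one that the trend accounts for. Fewer cycling cells in the PC3 culture at harvest, whatever the resistance, would lower S phase and G2 and M phase genes together and leave TOP2A within their range. TOP2A lay at percentile 83.0 of the other G2 and M phase genes, within that range. This holds equally if PC3CR cells cycle more as a property of the line, so the explanations cannot be told apart with 1 culture each.

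On these arrays, replication-dependent histones went against the S phase genes. How far the labelling captured RNA of these histones was not tested, and the methods and the sample labels name different kits. Of 36 measured, none was at least 2-fold higher and 21 were at least 2-fold lower in PC3CR, with a median of -1.34 (percentile 0.00), and H2AC8 differed by -4.58, H4C8 by -4.44, H2BC11 by -3.71 and H2BC5 by -2.51, and the median was -2.18 over the 17 members that met a floor on signal, a brighter array at or above the median. Output genes of the MEK and ERK pathway had a median of -0.55 (percentile 0.15). Of 19, 2 were at least 2-fold higher (1 with the mean of probe sets) and 8 at least 2-fold lower. These were led by DUSP4 at -3.68 (-1.96 as the mean of its probe sets), FOSL1 at -3.62, FOS at -3.00 and IER3 at -2.10. The introduction reports an association of the MEK and ERK axis with CBZ resistance from earlier work. RNA of output genes, taken after 3 months without the drug, does not measure signalling and does not test that association. Interferon-stimulated genes had a median of -0.25 (percentile 0.22, or 0.69 without matching, which lies within the central 99%), while their counts of 7 of 41 at least 2-fold higher and 9 at least 2-fold lower did not stand out (net number at percentile 8.27), and 4 were higher by that much after loess centring or with the mean of probe sets. The largest decreases were those of BST2 at -4.00, IFITM1 at -3.31, IFI44L at -3.20 and IFITM3 at -2.88. The 207 zinc finger genes with a KRAB domain had a median of 0.068 (percentile 99.9), which turned to -0.12 with that floor, with 26 at least 2-fold higher, led by ZNF738 at 2.95 and ZNF573 at 2.92, and 13 at least 2-fold lower, led by ZNF586 at -2.33, a net number at percentile 77.8. These 3 genes differed by 1.56, 1.42 and -1.52 as the mean of their probe sets.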

How the results depend on the processing

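No paired analysis was possible because each cell line has 1 array. Median centring moved none of the counts over all genes, list medians and named gene differences by more than the tolerances. Among the counts per list, it took heat-shock genes at least 2-fold higher from 1 to 2. It also took S phase genes at least 2-fold lower from 1 to 0. At 1.5-fold, 3550 genes were higher and 2676 lower in PC3CR; at 3-fold, 756 and 613; and over all probe sets, 4187 and 2817, where a gene counts once for each probe set. The share of 2-fold genes that were higher was 59.4%, and it was between 55.5% and 63.0% under the other scalings. Of 178 named genes, the mean of a gene's probe sets gave a smaller difference for 95 and a larger one for 21. It gave 1.64 for TOP2A, and medians of 1.12 for mitosis and cell division, 0.63 for kinetochore and centromere, 0.18 for microtubule-associated proteins, 0.89 for S phase, 1.21 for G2 and M phase and 0.30 for cilium assembly. Without the genes shared with the G2 and M phase list, the mitosis and cell division median was 1.12. With a floor on signal, medians were 0.41 for cohesin, 0.58 for microtubule-associated proteins, 0.41 for homologous recombination, 0.11 for extracellular matrix and 0.18 for neuroendocrine markers, the last being -0.15 without the floor. Loess centring gave 0.19 for homologous recombination and 0.10 for extracellular matrix, and quantile normalization gave 0.18 for homologous recombination, whose percentile was 99.8 without matching. Without matching, the percentiles of base excision repair, the DNA damage checkpoint, the PI3K, AKT and mTOR pathway and antigen presentation also left the central 95%. Of values called past 2-fold or outside the random lists, the sign turned for the KRAB zinc finger median, -0.12 with the floor, and for ERAP1, which was higher by 1.11 but differed by -0.0013 as the mean of its probe sets. Other values also turned: with the floor, the medians of neuroendocrine markers, candidate drug targets (0.37) and apoptosis regulators (0.05); with the mean of probe sets, those of hypoxia and glycolysis (-0.05) and control genes (-0.09) and the difference of NCAM1 (-0.19). The mean of probe sets also lowered the medians of Fanconi anemia genes to 0.32, mismatch repair to 0.12 and the PI3K, AKT and mTOR pathway to 0.02. Of 141 named genes past 2-fold, 24 came within 2-fold with the mean of probe sets (and RPS24 passed it), 2 after loess centring and 2 after quantile normalization. Apart from the alternatives' own construction (other thresholds, more probe sets, fewer genes), the cause was not tested. Of 712 differences of 178 named genes under 4 alternatives, 512 moved by at most 0.1, 199 moved further, and 1 gene past 2-fold turned its sign. Low signal limits dim genes, whose differences RMA compresses.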

Other observations

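Neuroendocrine markers, which the paper stained in tumours, were mostly dim in the cultured lines, and 7 met a floor on signal, a brighter array at or above the median. Of 19 measured, 3 were at least 2-fold higher in PC3CR, 1 was at least 2-fold lower and 15 lay within 2-fold, with a median of -0.15 (percentile 20.1), which turned to 0.18 over those 7. The genes of the stained proteins, NCAM1 for CD56, CHGA and SYP, were dim on both arrays, at 5.32, 2.91 and 5.00 in PC3 and 5.40, 3.08 and 4.84 in PC3CR, below the medians of 5.93 and 6.05 for all genes, so that their differences of 0.08, 0.18 and -0.15 say little about these genes. NCAM1 turned to -0.19 as the mean of its probe sets. The exceptions were SCG2 at 3.81, UCHL1, a ubiquitin hydrolase of neurons, at 2.39, the transcription factor NKX2-1 at 2.28 and FOXA2 at -1.76 (-1.13 as the mean of its probe sets). RB1 was higher by 1.47, or 0.99 as that mean. H2AX and SPOP differed by -0.49 and -0.34. Of 20 androgen receptor targets, 4 were at least 2-fold higher (2 with the mean of probe sets) and 1 was lower by that much, with a median of 0.11 (percentile 84.7). MPHOSPH9 differed by 1.59, FKBP5 by 1.09 and HOXB13 by -1.73.

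Among topoisomerases and the enzymes that repair their complexes, TOP2A was the only one of 9 at least 2-fold higher, and the median was 0.00 (percentile 44.5). TOP2B differed by 0.82, TOP3A by 0.43, TOP3B by -0.03, TOP1 by -0.27 and the mitochondrial TOP1MT by -1.35, or -0.98 as the mean of its probe sets. TDP1 and TDP2, which remove trapped topoisomerases from DNA, differed by 0.09 and -0.49. As the mean of their probe sets TOP3A and TOP3B differed by 0.75 and -0.43, and after quantile normalization by 0.27 and -0.17. TOP3B turned to 0.01 after median centring, and TDP1 to -0.05 after loess centring and -0.04 after quantile normalization. Of 12 genes listed for targets of candidate drugs, 8 were measured: TOP2A, TOP2B, IMPDH1, IMPDH2 and the calcium channel genes below. None of these is a target of ouabain, so the candidate drugs were covered only in part. The median of the 8 was -0.14 (percentile 35.7), and none but TOP2A passed 2-fold. This median turned to 0.37 over the 4 genes that met the floor. The calcium channel genes CACNA1C, CACNA1D, CACNA1F and CACNA1S differed by -0.38, 0.04, -0.36 and -0.21 (CACNA1D 0.24 as the mean of its probe sets, CACNA1S -0.10 after loess centring), all dim on both arrays, and IMPDH1 and IMPDH2 by -0.34 and -0.08.

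Mesenchymal genes were not higher as a group where epithelial genes were lower. Of 22, 3 were at least 2-fold higher and 5 at least 2-fold lower, with a median of -0.17 (percentile 12.3), or -0.39 with the floor. N-cadherin (CDH2) differed by -4.93, TWIST1 by -4.48, FN1 by -3.30 and SPARC by -2.26 (FN1 -1.92 and SPARC -1.39 as the mean of their probe sets). In the PI3K, AKT and mTOR pathway, 5 of 24 genes were at least 2-fold higher and 2 at least 2-fold lower (median 0.24, percentile 85.7, or 98.3 among random lists not matched on mean expression), with the phosphatase gene INPP4B at -4.53, PIK3R1 at 2.63, IRS1 at -2.41 and DEPTOR at 1.58. With the mean of probe sets this median was 0.02, 1 gene was at least 2-fold higher, and these 4 differed by -1.99, 1.58, -1.45 and 0.67, and after quantile normalization the median was 0.12. Of 32 apoptosis regulators, 3 were at least 2-fold higher and 2 at least 2-fold lower (median -0.08, percentile 19.3), with BCL2A1 at -2.30 and APAF1 at 1.48, or 0.68 as the mean of its probe sets. The median turned to 0.05 with the floor, and 1 gene was at least 2-fold higher with the mean of probe sets. Of 31 genes of hypoxia and glycolysis, 5 were at least 2-fold higher and 5 at least 2-fold lower (median 0.09, percentile 68.4), with ADM at -3.84 and SLC2A3 at 2.48, and with the mean of probe sets the median turned to -0.05, with 2 higher and 2 lower. Antigen presentation genes had a median of 0.23 (percentile 91.3, or 97.6 without matching), with PSMB8 at -1.64 and NLRC5 at 1.56 (median 0.11 with the mean of probe sets and 0.45 with the floor), and cholesterol synthesis genes one of -0.21 (percentile 12.2), with SC5D at -1.32, or -0.96 as the mean of its probe sets. Of 50 ribosomal protein genes, none passed 2-fold (median -0.07, percentile 22.7), but 2 were at least 2-fold lower with the mean of probe sets, among them RPS24 at -1.11. Markers of leukocytes, endothelium and fibroblasts had medians of -0.09, -0.11 and -0.11 (percentiles 51.4, 47.1 and 38.2), and their median levels on the PC3CR array were 4.06, 3.86 and 4.07, below the median of 6.05 for all genes. Over the 2 members of each list that met the floor these medians were -0.40, -1.31 and -1.33.

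Differences ran in blocks along chromosomes. Over genes with a brighter array at or above the median, the chromosome 18 median was 0.63 over 164 genes, that of chromosome 4 was 0.33, that of chromosome 20 was -0.25 and that of chromosome X was -0.37, and over all genes these medians were 0.12, 0.00, -0.16 and -0.16. Among runs of 25 neighbouring genes that do not overlap, 6 had a lower median than any run in 100 shuffles of gene order (-0.86) and 8 a higher one (1.12). The lowest was on chromosome 17 from HOXB-AS1 to MRPL27, with a median of -1.50 and 17 of 25 genes at least 2-fold lower, followed by a run within the histone cluster of chromosome 6 at -1.19 and a run on chromosome 19 from NDUFA3 to ZNF628 at -1.17. The highest were on chromosome 9 from PCSK5 to CTSLP8 at 1.33 and on chromosome 14 from TOGARAM1 to TRIM9 at 1.32. The genes at the ends of runs were not chosen by the rule for named genes. Shuffling gene order cannot separate a cause tied to position from neighbouring genes of a family that change together, such as the histones. The copy number profile of PC3CR in Fig. 4A was not set against these runs, as its values were not used here.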
